# Novel Therapeutic Strategy for Renal Cell Carcinoma: Niclosamide Enhances Sunitinib Efficacy via DNA Repair and Cell Cycle Pathways

**DOI:** 10.3390/ijms262210922

**Published:** 2025-11-11

**Authors:** Ae Ryang Jung, Ga Eun Kim, Mee Young Kim, Seung Ah Rhew, Dongho Shin, U-Syn Ha, Sung-Hoo Hong, Ji Youl Lee, Sae Woong Kim, Yong Hyun Park

**Keywords:** renal cell carcinoma, sunitinib, niclosamide, synergistic effect, DNA repair, cell cycle

## Abstract

Tyrosine kinase inhibitors (TKIs), such as sunitinib and sorafenib, are standard treatments for renal cell carcinoma (RCC). However, most patients treated with these drugs eventually develop drug resistance and relapse; therefore, new treatment options for RCC are urgently required. Recent studies have focused on combination therapies targeting distinct molecular pathways that may produce synergistic effects and help overcome drug resistance in RCC. Niclosamide, an anthelmintic agent, is effective against various cancers; however, its potential in combination with sunitinib for treating RCC has not been evaluated. In this study, we assessed the therapeutic efficacy of niclosamide in combination with sunitinib against RCC and explored the underlying molecular mechanisms. Niclosamide alone inhibited RCC cell proliferation, whereas its combination with sunitinib produced a synergistic anticancer effect, both in vitro and in vivo. RNA sequencing (RNA-seq) and bioinformatic analyses showed that niclosamide modulated critical pathways, including *BRIP1*- and *FANCA*-mediated DNA repair and *E2F2*-regulated cell cycle progression. These findings provide proof-of-concept that niclosamide enhances TKI efficacy through modulation of DNA repair and cell cycle pathways, supporting the rationale for DNA damage response (DDR)-targeted combination strategies in RCC.

## 1. Introduction

Renal cell carcinoma (RCC) is one of the most common malignancies worldwide, and its incidence is steadily increasing [1]. RCC comprises various histological subtypes; the most frequent subtypes are clear cell RCC (ccRCC), papillary RCC (pRCC), and chromophobe RCC (chRCC). Other subtypes are rare, each accounting for approximately 1% of RCC cases [2].

Tyrosine kinase inhibitors (TKIs), such as sunitinib and sorafenib, have been approved to treat advanced RCC [3]. Sunitinib inhibits several receptor tyrosine kinases, including the vascular endothelial growth factor receptor (VEGFR), platelet-derived growth factor receptor (PDGFR), Fms-related tyrosine kinase 3 and c-KIT, and is widely used as a first-line therapy [3,4]. Despite its therapeutic effects, most patients receiving sunitinib develop resistance within 6–15 months. Acquired resistance leads to disease relapse and remains an important clinical challenge [5,6].

To overcome this limitation, new therapeutic strategies, particularly combination approaches that target complementary pathways, are required [7]. Among these, drug repositioning has emerged as a promising approach, as it is cost-effective and time-efficient. In particular, combining repurposed agents with established treatments may yield synergistic effects and help overcome therapeutic resistance in cancer [8].

Niclosamide, an FDA-approved anthelminthic drug, has pleiotropic properties including anti-inflammatory, bronchodilatory, antibacterial, and anticancer activities in various tumor types. Unlike conventional TKIs, niclosamide simultaneously targets multiple oncogenic pathways, including the inhibition of Wnt/β-catenin, mTOR, and STAT3 signaling [9]. These pathways are critically involved in RCC pathogenesis and progression [10]. In addition, niclosamide induces DNA damage in prostate cancer cells by suppressing FOXM1, which mediates DNA damage response (DDR) [11], suggesting a distinct and multifaceted mechanism of action. The ability of niclosamide to disrupt several cancer-related pathways provides a strong rationale for its use in combination with other targeted therapies, such as TKIs, to more effectively impair RCC cell survival.

Notably, niclosamide exhibits anticancer activity against RCC and enhances the therapeutic effects of sorafenib [12,13]. However, the potential role of niclosamide in RCC remains unclear. The effects of combining niclosamide with sunitinib have not yet been studied. Considering the distinct mechanisms of action of these two agents, we hypothesized that their combination would synergistically inhibit RCC growth.

In this study, we aimed to assess the therapeutic efficacy of the niclosamide–sunitinib combination and elucidate its underlying mechanisms, with particular emphasis on DDR and cell cycle regulation.

## 2. Results

### 2.1. Niclosamide and Sunitinib Individually Exhibit Anticancer Effect in RCC

To evaluate the individual anticancer efficacy of each drug, RCC cell lines were treated with niclosamide and sunitinib. As expected, sunitinib dose-dependently inhibited RCC cell viability (Supplementary Figure S1). Niclosamide, an FDA-approved anthelmintic drug, significantly reduced RCC cell line viability dose- and time-dependently (Figure 1A). Niclosamide significantly increased the apoptotic cell population dose-dependently in all three RCC cell lines (Figure 1B and Supplementary Figure S2). Moreover, niclosamide markedly suppressed cell migration and invasion dose-dependently (Figure 1C and D). These results indicate that niclosamide possesses potent anticancer properties against RCC.

### 2.2. Combination of Sunitinib and Niclosamide Exerts Synergistic Anticancer Effects In Vitro

Next, we investigated whether the combination of sunitinib and niclosamide exerted synergistic anticancer effects on RCC. ACHN cells were treated with various concentrations of both drugs for 48 h, and cell viability was measured. Synergy analysis was conducted using the Highest Single Agent (HSA) model in SynergyFinder 2.0 [14], based on data from seven different concentrations of each drug and their combination, with at least three replicates per condition (Supplementary Figure S3A–C). This combination exhibited a positive synergy score of 5.663, with the highest synergy (score: 28.826) in ACHN cells (Figure 2A), indicating a synergistic interaction. Notably, 2.5 µM sunitinib and 1 µM niclosamide combination demonstrated a synergy score of 9.46 with minimal drug concentrations (Figure 2A). Based on these results, the selected combination ratio was used in subsequent experiments. This combination therapy significantly reduced A-498, ACHN, and Caki-1 cell viability (Figure 2B) and increased apoptosis compared with either agent alone (Figure 2C and Supplementary Figure S4).

### 2.3. Combination Therapy Significantly Suppresses Tumor Growth In Vivo

To validate these findings *in vivo*, we established an ACHN xenograft model in nude mice. Tumor-bearing mice were treated daily with DMSO (vehicle), sunitinib, niclosamide or a combination of both. No significant toxicity or weight loss was observed during treatment.

Tumor growth in the DMSO group increased rapidly during the study period (Figure 3A). Both sunitinib and niclosamide monotherapy moderately suppressed tumor growth compared with the control. Consistently, final tumor weights and representative images also supported these findings (Figure 3B). At the study endpoint (day 29), the sunitinib group was significantly different from control (*p* = 0.0302), whereas the niclosamide group did not show any statistical significance (*p* = 0.1217). No significant difference was observed between the sunitinib and niclosamide groups (*p* = 0.2258).

Notably, the combination treatment markedly inhibited tumor growth than the control group beginning on day 8 (adjusted *p* = 0.0493), with differences becoming more pronounced on days 12, 15, 19, 22, 26, and 29 (all adjusted *p* < 0.05). In addition, a significant difference between the niclosamide and combination groups emerged from day 19 onward (*p* < 0.05). On day 29, tumors in the combination group were significantly smaller, showing a 2.79-fold reduction in volume relative to the control (*p* = 0.0119), a 1.91-fold reduction relative to the niclosamide group (*p* = 0.0040), and a 1.51-fold reduction relative to the sunitinib group, although the difference was not statistically significant (*p* = 0.0872).

Immunohistochemical analysis of tumor sections further supported the enhanced antitumor effect of the combination therapy. In the combination group, the expression of Ki-67, a proliferation marker, was markedly reduced, whereas that of cleaved caspase-3, an apoptotic marker, was significantly higher than in the control and monotherapy groups (Figure 3C and D). These findings underscore the synergistic antitumor effects achieved by the combined use of sunitinib and niclosamide, surpassing the benefits conferred by either agent alone.

To assess the anti-angiogenic effects, CD31 expression was evaluated. All treatment groups showed reduced CD31 expression relative to the control group, with the most pronounced reduction observed in the combination group. Interestingly, CD31 expression in the niclosamide group was significantly higher than that in the sunitinib and combination groups, but still lower than that in the control group. Quantitative analysis of CD31-positive vessel area showed that micro-vessel density was lowest in the combination group, indicating an additive reduction in tumor vascularity compared with sunitinib alone. These data suggest that niclosamide may partially contribute to anti-angiogenic effects while exerting additional antitumor activity through distinct mechanisms. Taken together, these results indicate that the enhanced efficacy of combination therapy results from the anti-angiogenic effects of sunitinib and complementary pathways modulated by niclosamide.

### 2.4. Niclosamide Induces Transcriptomic Alterations in RCC

To elucidate the molecular mechanisms underlying niclosamide activity, RNA-seq was performed after treatment with sunitinib, niclosamide, or their combination, each compared with vehicle-treated controls. 

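ACHN is an established human RCC cell line. RNA was sequenced from ACHN cells treated with DMSO vehicle, 2.5 µM sunitinib, 1 µM niclosamide or both drugs at these doses, with 2 libraries in each of the 4 groups. The 48 h of treatment is taken from the legend of Figure 4, since the sample labels give no time, and the labels place all 8 libraries in batch 1. The authors prepared strand-specific libraries, read them as paired ends, mapped them with TopHat and deposited the number of reads counted on each gene symbol, without normalization. The paper's text does not name the genome build, the annotation or the counting tool, nor how strand and reads that map to several places were treated. Genes that overlap on opposite strands, or that have near-identical copies, are therefore reported with that limit. Of the 25737 lines of the count table, 1275 repeated a symbol already listed and held 0.0405% of the counts, and the line with the most counts was kept for each of the 24462 symbols. The kept counts came to 29217938 and 31402692 in the vehicle-treated controls and 29849669 and 21924889 in the sunitinib libraries. They came to 30978066 and 23218744 with niclosamide and to 31140141 and 23416695 with the combination. The 10 most abundant genes held between 4.69% and 6.05% of each library. Replicates differed by more than sampling noise, with a chi-square per degree of freedom of 12.6 in the controls, 14.8 with sunitinib, 22.3 with niclosamide and 33.4 with the combination, so each library was counted as 1 replicate.
From these counts, edgeR's quasi-likelihood test was fitted to all 8 libraries with TMM normalization, after edgeR's filter on low counts had kept 17325 genes and left 7137 untested. With 2 libraries per group the 4 groups shared one estimate of the spread on 4 residual degrees of freedom, and the common biological coefficient of variation was 0.151. Genes were called at the study's thresholds, a fold change above 1.5 with an unadjusted p under 0.05, and counts at a Benjamini-Hochberg adjusted p under 0.05 are given beside them. The study's fold changes came from the ExDEGA software, which was not used here. Expression is given as CPM, which is a gene's counts relative to the TMM-scaled total of its library.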

Differential expression analysis revealed that all three treatments significantly altered gene expression profiles. 

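Relative to vehicle-treated controls, 1527 genes were down-regulated and 1534 up-regulated by sunitinib at these thresholds. Niclosamide lowered 3334 genes and raised 2915, and the combination lowered 2309 and raised 2777. When the p-value was adjusted for the 17325 genes tested, 1228 genes were lower and 979 higher with sunitinib, 3121 lower and 2631 higher with niclosamide, and 2121 lower and 2301 higher with the combination. The median log2 fold change of all tested genes stayed near 0, at -0.02 with sunitinib, -0.02 with niclosamide and 0.05 with the combination. Up-regulated genes made up 50.1% of the calls with sunitinib, 46.6% with niclosamide and 54.6% with the combination, whereas scaling by library size alone put them at 71.4%, 62.9% and 69.8%. A fold change above 2 moved the counts most, to 418 genes lower with sunitinib, 1583 with niclosamide and 983 with the combination. Compared directly with each other at the adjusted threshold and a fold change above 1.5, niclosamide and sunitinib differed in 2594 genes that were lower with niclosamide and 2491 that were higher.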

To identify niclosamide-driven molecular changes, we focused on genes commonly down-regulated by niclosamide alone and by the combination, but not by sunitinib (Figure 4A). 

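Among down-regulated genes, the 3 sets of calls overlapped in 761 genes lowered by all 3 treatments and 978 lowered by niclosamide and by the combination but not called with sunitinib. Niclosamide alone accounted for 1519 further genes, sunitinib alone for 433 and the combination alone for 313. Another 257 genes were lowered by sunitinib and the combination, and 76 by sunitinib and niclosamide. For up-regulated genes, 1082 were raised by niclosamide and the combination without a sunitinib call, and 537 by all 3 treatments. The 3 comparisons share the same control libraries, so part of any overlap arises from chance differences in those libraries. In 10 simulations of unchanged groups against the same controls, the overlap of niclosamide and the combination without sunitinib held a median of 19 down-regulated genes (range 9 to 29) and 23.5 up-regulated genes (range 20 to 31). Across genes, which are not independent replicates, the log2 fold changes of niclosamide and the combination had a Pearson correlation of 0.749 (Spearman's rho 0.729), against a median of 0.505 in the simulations. The correlation was 0.715 (rho 0.706) for sunitinib and the combination, against a simulated 0.497. For niclosamide and sunitinib it was 0.481 (rho 0.418), against a simulated 0.500. The simulated groups were unchanged, so the simulated correlations came from noise alone, including that of the shared controls. They are no baseline for treatments that change many genes. Comparing the observed correlations with them therefore cannot decide whether treatments share a response.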

A total of 729 genes were significantly down-regulated (|fold change| > 1.5, *p* < 0.05). 

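In the deposited counts, edgeR's test at these thresholds placed 978 genes in this overlap, of which 879 were also in it when the adjusted p was used. With library size alone as the scaling, the overlap held 745 genes, 550 of them shared with the 978. It held 953 with DESeq2, 877 of them shared, and 533 with a fold change above 2, 283 of them shared. Most of the 978 genes also moved downward with sunitinib without reaching the thresholds there. Of them, 895 (91.5%) had a negative log2 fold change with sunitinib, against 60.1% (range 58.3% to 63.1%) in simulations in which sunitinib left every gene unchanged. The median log2 fold change was -0.38 with sunitinib, -1.08 with niclosamide and -0.85 with the combination. In the simulations, the sunitinib median was -0.05. At an adjusted p under 0.05 regardless of fold, 238 of the 978 genes were lower with sunitinib. A direct comparison of niclosamide with sunitinib found an adjusted difference in 726 of the 978 genes, and one of the combination with sunitinib in 407. Both differences were found in 381 genes and neither in 226.

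**Figure D1:**
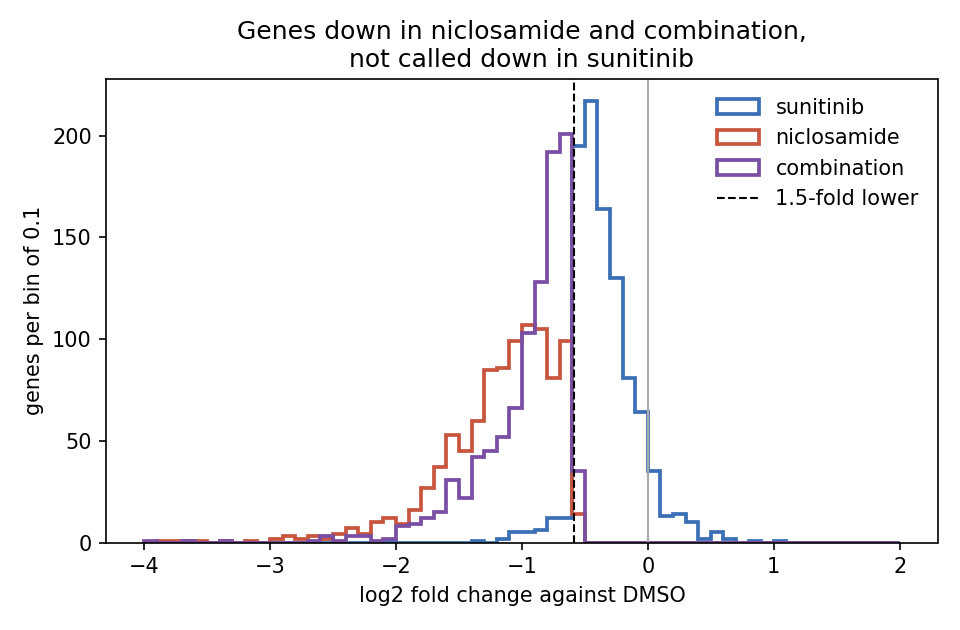
Distribution of log2 fold changes (x axis, treatment against DMSO) of the 978 genes down-regulated by niclosamide and by the combination but not called with sunitinib, as the number of genes per bin (y axis), for sunitinib, niclosamide and the combination. The dashed line marks a fold change of 1.5 downward (log2 of -0.58), and the sunitinib distribution, with a median of -0.38, lies mostly below 0.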

KEGG pathway enrichment analysis of these niclosamide-associated genes (*p* < 0.001; Figure 4B and Supplementary Table S1) revealed significant enrichment in pathways related to the cell cycle (gene count: 24), DNA replication (gene count: 12), and Fanconi anemia (FA) pathway (gene count: 11). These results suggest that the major anticancer mechanisms of niclosamide involve disruption of cell cycle and DNA repair processes, thereby contributing to the synergistic activity observed with sunitinib.

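The members that Supplementary Table S1 lists for these pathways were counted without a test, because the study chose them on these libraries. All 44 genes of the 3 pathways were called with niclosamide and with the combination. Of these genes, 35 were in the overlap without a sunitinib call, made up of 19 of the 24 cell cycle genes, 7 of the 12 DNA replication genes and 10 of the 11 Fanconi anemia genes, with shared members counted in each. The other 9 were also called with sunitinib. Over all 44 genes, the median log2 fold change was -1.17 with niclosamide (range -2.16 to -0.66), -1.02 with the combination (range -1.72 to -0.59) and -0.46 with sunitinib (range -0.86 to -0.10). All 44 were lower with sunitinib, 20 of them at an adjusted p under 0.05, and niclosamide differed directly from sunitinib in 41 and the combination in 26.
DAVID's KEGG test was not repeated, and 9 gene lists were tested instead, the cell cycle phase lists being those distributed with Seurat. Down-regulated genes of the overlap made up 5.65% of the 17325 tested genes. They included 24 of 54 G2/M phase genes (one-sided Fisher's exact test adjusted over 9 lists, p = 2.07e-15), 11 of 43 S phase genes (p = 5.7e-05), 11 of 33 Fanconi anemia genes (p = 4.84e-06) and 7 of 36 replication fork genes (p = 0.00796). This overlap leaves out genes called with sunitinib, which were 26 G2/M phase, 28 S phase, 7 Fanconi anemia and 19 replication fork genes at the study's thresholds. Fisher's test also treats genes as independent, which genes regulated together are not. Over 10 alternatives the adjusted Fisher p of the replication fork genes ranged from 6.4e-15 to 0.00818 and that of the S phase genes from 1.49e-26 to 0.000342. Neither the ER protein processing list nor the ATF4, p53 or cholesterol synthesis list passed among these down-regulated genes, with an adjusted p of 1 for each in the same Fisher test. In niclosamide against vehicle, the median log2 fold change was -1.52 for S phase genes, with 41 of 43 lower, and -1.33 for G2/M phase genes, with 54 of 54 lower. It was -1.03 for replication fork genes, with 31 of 36 lower, and -0.87 for Fanconi anemia genes, with 29 of 33 lower. The adjusted p-values from limma's camera test, over 27 tests with a preset correlation of 0.01 between genes, were 4.94e-18, 1.33e-19, 2.85e-09 and 4.05e-06 in that order. With the correlation estimated from the libraries, none of the camera calls of the 9 lists held, and these 4 adjusted values became 0.2, 0.323, 0.194 and 0.221. Under limma's fry, the 4 lists kept an adjusted p of 0.00168, 0.00765, 0.000895 and 0.00217 in niclosamide. Of the single genes, 42 S phase, 54 G2/M phase, 27 replication fork and 24 Fanconi anemia genes had an adjusted p under 0.05 in edgeR, and 42, 54, 27 and 25 when adjusted over the list alone. The latter counts include 2 S phase, 2 replication fork and 3 Fanconi anemia genes that were higher with niclosamide. The S phase and replication fork lists share 10 genes, and 12 replication fork, 10 Fanconi anemia, 6 S phase and 2 G2/M phase genes are also members of the paper's 3 pathways.

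**Figure D2:**
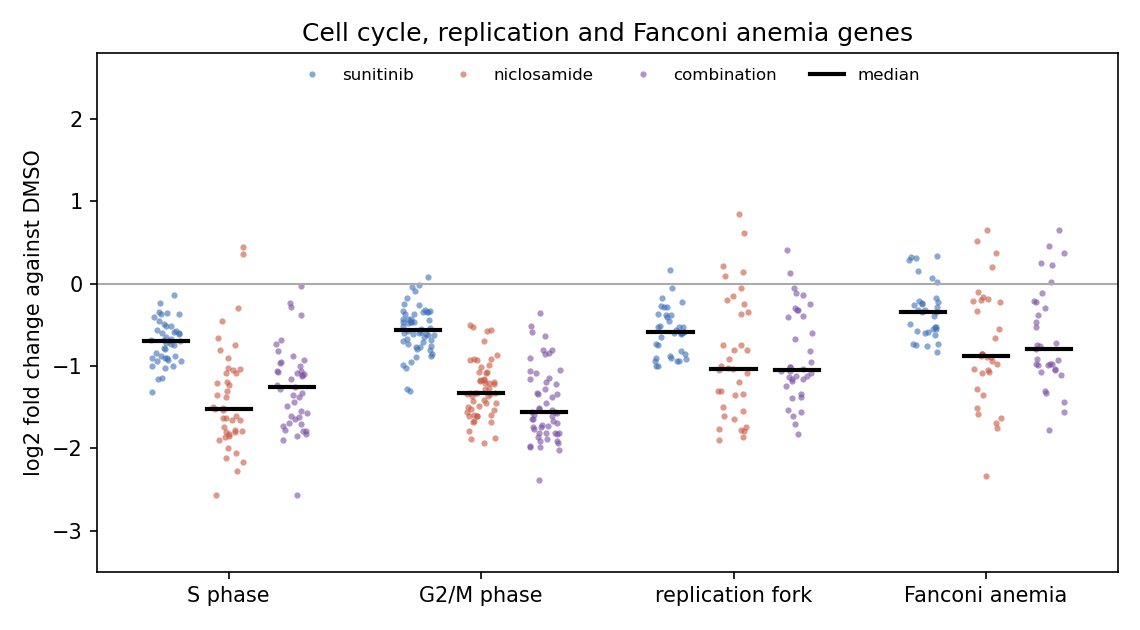
Log2 fold change against DMSO (y axis) of every tested member of the S phase, G2/M phase, replication fork and Fanconi anemia lists with sunitinib, niclosamide and the combination (x axis). Points are genes and black bars are medians, which lie below 0 in each list under each treatment and nearest 0 with sunitinib.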

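The same 4 lists were lower with sunitinib and with the combination than in the vehicle-treated controls. With sunitinib, the median log2 fold change was -0.69 for S phase genes (43 of 43 lower), -0.56 for G2/M phase genes (53 of 54), -0.59 for replication fork genes (35 of 36) and -0.34 for Fanconi anemia genes (26 of 33). In limma's camera test, the adjusted p-values were 2.77e-17, 1.31e-11, 3.1e-13 and 0.00113. Under fry, the G2/M phase list no longer passed with sunitinib, with an adjusted p of 0.0952 in limma, over alternatives that ranged from 3.02e-17 to 0.418. With the combination, the medians were -1.25 (43 of 43 lower), -1.56 (54 of 54), -1.04 (34 of 36) and -0.79 (27 of 33), and the adjusted p-values in limma were 9.85e-23, 1.42e-28, 9.75e-14 and 6.08e-07. Compared with niclosamide alone, the combination was lower in 877 genes and higher in 1422 at an adjusted p under 0.05 in edgeR and a fold change above 1.5. Compared with sunitinib alone, it was lower in 583 genes and higher in 938. From the enrichment of cell cycle, DNA replication and FA pathway genes among those lowered by niclosamide and by the combination but not by sunitinib, the paper proposes that niclosamide acts mainly by disrupting the cell cycle and DNA repair. It further proposes that this adds to the synergy with sunitinib.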

### 2.5. Niclosamide Induces Go/G1 Arrest and Activates DDR

To validate the transcriptomic findings, we observed the effects of niclosamide on cell cycle progression and DDR in RCC (Figure 5). Niclosamide, alone or in combination with sunitinib, significantly increased G0/G1 phase arrest in both A498 and ACHN cells (Figure 5A and Supplementary Figure S5). Specifically, 78% and 72% of A498 cells, and 70% and 71% of ACHN cells were arrested in G0/G1 phase following treatment with niclosamide alone or in combination, respectively.

Western blotting analyses revealed upregulation of γ-H2AX expression in all treatment groups than in the control, with the highest levels in the niclosamide and combination groups (Figure 5B). These results indicated that niclosamide substantially contributed to DNA damage accumulation in RCC cells.

To further investigate the kinetics of DNA damage induction and repair, we performed time-course immunofluorescence staining of γ-H2AX and 53BP1 after transient DNA damage induction with a 30 min H_2_O_2_ pulse, followed by treatment with DMSO, sunitinib, niclosamide, or the combination. γ-H2AX and 53BP1 foci were quantified as established markers of DNA double-strand break signaling and repair resolution [15,16,17].

No detectable γ-H2AX or 53BP1 foci were observed 0, 1, or 2 h after H_2_O_2_ exposure. Therefore, subsequent analyses focused on 8 and 24 h time points. Niclosamide and combination treatments resulted in abundant γ-H2AX and 53BP1 foci at both time points, with no significant decline from 8 to 24 h. In contrast, H_2_O_2_-treated control cells showed a marked reduction in foci by 24 h, consistent with efficient DNA repair (Figure 5C and Supplementary Figure S6A and B).

Quantification confirmed that the proportions of γ-H2AX- and 53BP1-positive cells were significantly higher in the niclosamide and combination groups than in the H_2_O_2_ control group at both 8 and 24 h (Figure 5D). Notably, γ-H2AX marks the chromatin regions flanking DNA double-strand breaks (DSBs), whereas 53BP1 is a DNA repair factor recruited to these sites to facilitate non-homologous end joining. The sustained co-localization of γ-H2AX and 53BP1 foci in niclosamide- and combination-treated cells suggests persistent recruitment of repair factors to DSB sites without timely resolution. This pattern is consistent with the delayed resolution of DNA lesions and may indicate prolonged DDR. These findings suggest that niclosamide induces DNA damage and results in persistent γ-H2AX- and 53BP1 foci. Such persistence is in line with a potential delay or impairment in DNA repair and could also contribute to the observed G0/G1 arrest and apoptosis.

### 2.6. Niclosamide Down-Regulates Key Regulators of the DNA Repair and the Cell Cycle Pathways

To identify the critical genes regulated by niclosamide, we integrated DEGs from our RNA-seq data with transcriptomic data from TCGA-KIRC dataset. 

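TTK, which encodes a mitotic checkpoint kinase, and DNA2, which encodes a nuclease and helicase of DNA replication and repair, were both down-regulated by niclosamide in ACHN cells. The positions given are those of the GENCODE 29 annotation of GRCh38, and the authors' build is not stated. TTK lies on the plus strand of chromosome 6 from 80003887 to 80042527. Its expression was 55.8 ± 4.53 CPM (SD, n = 2) in the controls, 39.2 ± 2.1 with sunitinib, 22 ± 3.98 with niclosamide and 22.1 ± 5.12 with the combination. The log2 fold change was -1.34 with niclosamide (standard error 0.176, adjusted p = 9.4e-05 from edgeR) and -1.34 with the combination (standard error 0.177, adjusted p = 0.00018 from edgeR). With sunitinib it was -0.51 (standard error 0.173, adjusted p = 0.0573 from edgeR), and niclosamide differed directly from sunitinib (adjusted p = 0.00265). DNA2 lies on the minus strand of chromosome 10 from 68414064 to 68472121. It fell from 36.9 ± 1.96 CPM in the controls to 25.9 ± 0.887 with sunitinib, 12.2 ± 4.09 with niclosamide and 16.6 ± 0.196 with the combination (SD, n = 2 each). Its log2 fold change was -1.60 with niclosamide (standard error 0.193, adjusted p = 5.39e-05 from edgeR), -1.16 with the combination (standard error 0.190, adjusted p = 0.00071) and -0.51 with sunitinib (standard error 0.187, adjusted p = 0.074). With sunitinib, TTK passed in the DESeq2 Wald test (adjusted p = 0.0405). It also passed in edgeR without a low-count filter (0.0186) and with only the 4 libraries of that comparison (0.0049). DNA2 passed with sunitinib in those 2 edgeR fits (0.031 and 0.00473). Each gene failed with sunitinib under the other alternatives with a test. Leaving out each library in turn kept the niclosamide change of DNA2 between -1.99 and -1.29 and that of TTK between -1.54 and -1.17. The combination and niclosamide alone did not differ for TTK (adjusted p = 0.997 from edgeR) or for DNA2 (adjusted p = 0.122).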

KEGG pathway enrichment analysis (Supplementary Table S1) revealed that 44 downregulated genes were significantly enriched in pathways related to DNA repair and cell cycle regulation following niclosamide treatment.

To determine the genes with clinical importance and therapeutic relevance, we screened their expression levels in TP (primary tumor tissue) compared with NT (normal tissue) using TCGA-KIRC database (Log FC > 2.0, FDR < 0.05). This filtering step identified five genes, E2F2, TTK, BRIP1 (also known as FANCJ), FANCA, and DNA2, that were significantly upregulated in TP (Figure 6A). In contrast, the other 39 genes did not show significant differential expression between the TP and NT groups.

Next, we validated the effects of niclosamide and the combination treatment on the expression of these five genes. In qRT-PCR, the relative BRIP1, E2F2, and FANCA mRNA expression levels in both A-498 and ACHN cells were significantly decreased by niclosamide or combination treatment than by DMSO or sunitinib treatment alone (Supplementary Figure S7A and B). We confirmed these findings at the protein level by Western blot analysis. Consistent with the qRT-PCR results, BRIP1, E2F2, and FANCA levels were markedly decreased in RCC cells treated with niclosamide and the combination therapy (Figure 6B).

## 3. Discussion

Development of resistance to TKIs, such as sunitinib, remains a major clinical challenge in the treatment of RCC. Owing to the limited efficacy of TKIs and biological complexity of RCC, combination strategies targeting distinct molecular pathways have been explored to overcome drug resistance and improve treatment outcomes [6]. To the best of our knowledge, this is the first study to demonstrate that the combination of sunitinib and niclosamide exerts a synergistic anticancer effect in RCC. Mechanistically,, niclosamide modulates the DNA damage response (DDR) and cell-cycle regulation, thereby reinforcing tumor vulnerability to sunitinib. These findings support drug repurposing as a viable approach for enhancing therapeutic efficacy in RCC.

Niclosamide has been reported to exert antitumor effects in several epithelial cancers by modulating diverse signaling pathways, such as Wnt/β-catenin, mTOR, and STAT3 [9]. Similar pleiotropic effects have also been observed in RCC models [12,13]. Consistent with these reports, our data confirmed that niclosamide induced apoptosis and suppressed cell migration and invasion. However, as a monotherapy, niclosamide alone appears to be insufficient for complete tumor control, prompting the investigation of its use in combination regimens. In our models, the niclosamide-sunitinib combination produced a synergistic effect, as evidenced by the synergy score and markedly enhanced tumor suppression without notable toxicity.

Sunitinib is well recognized for its anti-angiogenic activity through inhibition of VEGFR and PDGFR signaling. Our findings suggest that niclosamide may also contribute modestly to anti-angiogenic effects, as evidenced by a reduction in CD31 expression. However, niclosamide appeared to exert effects beyond angiogenic inhibition. 

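Several single genes illustrate these changes in ACHN cells. MCM7, EXO1 and CDC6 had the smallest p of the S phase list with niclosamide, and RAD51C, FANCD2 and FANCI of the Fanconi anemia list. Chosen in this way, they changed by more than the list medians, which were -1.52 and -0.87 in that order. MCM7, a subunit of the replicative helicase whose exons overlap AP4M1 on the opposite strand, fell from 445 ± 26.4 CPM in the controls to 129 ± 13.9 with niclosamide (SD, n = 2 each). Its log2 fold change was -1.79 with niclosamide (standard error 0.130, adjusted p = 5.12e-06 from edgeR) and -1.70 with the combination. EXO1, an exonuclease of DNA repair, changed by -1.14 with sunitinib (adjusted p = 0.000664 from edgeR), -1.99 with niclosamide and -1.85 with the combination. CDC6, which loads the helicase, fell from 97.6 ± 3.66 CPM to 23.5 ± 3.92 with niclosamide (SD, n = 2 each), a log2 fold change of -2.06. With sunitinib, MCM7 changed by -0.94 and CDC6 by -0.79. Of the Fanconi anemia genes, RAD51C changed by -1.75 with niclosamide (adjusted p = 7.51e-06 from edgeR). FANCD2, which overlaps FANCD2OS and has an annotated pseudogene, changed by -1.69 (adjusted p = 1.22e-05 from edgeR). FANCI, whose exons overlap POLG on the opposite strand, changed by -1.52 (adjusted p = 7.51e-06 from edgeR). With the combination, RAD51C changed by -0.79, FANCD2 by -1.32 and FANCI by -1.03. Transcripts of cyclin A, cyclin B and CDK1, for which the study's Western blot methods list antibodies, were lower as well. The paper's text and legends give no blot result for these proteins. CDK1 changed by -1.88 with niclosamide (standard error 0.277, adjusted p = 0.000893 from edgeR) and -1.72 with the combination, while its change of -0.48 with sunitinib did not pass (adjusted p = 0.249). CCNB1 changed by -1.65 with niclosamide (adjusted p = 0.00573 from edgeR) and -2.02 with the combination (adjusted p = 0.00353), with 44.4 ± 22.6 CPM in the combination libraries against 179 ± 3.45 in the controls (SD, n = 2 each). CCNA2, whose exons overlap EXOSC9, changed by -1.62 with niclosamide and -1.77 with the combination. With sunitinib, CCNA2 changed by -0.77 and passed (adjusted p = 0.0104 from edgeR). CCNB1 changed by -0.81 with sunitinib, which met the study's thresholds (unadjusted p = 0.0389 from edgeR) but not the adjusted one (0.126).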

Consistent with its pleiotropic activity, our transcriptomic profiling revealed a mechanistic pattern in RCC characterized by downregulation of genes involved in cell cycle regulation and DNA repair, leading to impaired DNA damage response (DDR) and apoptosis [18]. Similar DDR-related effects have been reported in other cancers [9].

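Niclosamide and the combination raised 1082 genes that were not called with sunitinib, and 912 of them were raised when the adjusted p was used. Their median log2 fold change was 1.31 with niclosamide, 0.97 with the combination and 0.28 with sunitinib, and 22.1% were lower with sunitinib, against 38.9% in simulations without a sunitinib effect. Up-regulated genes of this overlap were 6.25% of the genes tested. They included 15 of 54 genes of a list of ER protein processing (one-sided Fisher's exact test adjusted over 9 lists, p = 6.04e-06) and 9 of 51 genes of a peroxisome list (Fisher, p = 0.0178). The Fisher tests on up-regulated genes were chosen after seeing the data. Over 10 alternatives, the adjusted Fisher p ranged from 9.43e-11 to 0.0699 for the ER list and from 0.00313 to 1 for the peroxisome list, which did not pass under DESeq2's size factors in edgeR (0.0547), with limma (0.214) or at a fold change above 2 (1). In niclosamide the ER list had a median log2 fold change of 0.75 with 45 of 54 genes higher (adjusted p = 1.24e-10 from limma's camera), and 42 of its genes had an adjusted p under 0.05, or 43 adjusted over the list alone. With the combination its median was 0.33 with 34 of 54 genes higher (adjusted p = 0.00702 from limma's camera, 0.165 from fry), and it was 0.52 without combination replicate 1 and 0.18 without combination replicate 2. With sunitinib the median was -0.20 with 40 of 54 genes lower (adjusted p = 0.00702 from limma's camera, 0.233 from fry). HERPUD1, a member of the ER list, rose from 44.3 ± 4.36 to 216 ± 34.3 CPM with niclosamide (SD, n = 2 each), a log2 fold change of 2.29 (standard error 0.174, adjusted p = 7.51e-06 from edgeR). P4HB rose from 681 ± 17.1 to 2990 ± 642 CPM (SD, n = 2 each), a log2 fold change of 2.13 (standard error 0.185, adjusted p = 1.18e-05 from edgeR). The peroxisome list as a whole did not pass in niclosamide, with a median log2 fold change of 0.01, 26 of 51 genes higher and 25 lower (adjusted p = 0.256 from limma's camera). That median was -0.04 without niclosamide replicate 1 and 0.13 without niclosamide replicate 2, and 28 genes had an adjusted p under 0.05, or 29 adjusted over the list alone. With the combination its median was 0.23, or 0.15 without combination replicate 2 (adjusted p = 0.0778 from limma's camera, 0.0105 from fry). PHYH rose by 1.71 with niclosamide (standard error 0.156, adjusted p = 1.21e-05 from edgeR), and SOD1, which has annotated pseudogenes, changed by -1.12 (adjusted p = 3.51e-05 from edgeR).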

Although a few up-regulated genes were also identified, KEGG pathway analysis indicated enrichment in protein processing in the endoplasmic reticulum and peroxisome pathways, suggesting activation of ER- and oxidative-stress responses as secondary effects of niclosamide treatment. Functional validation confirmed that niclosamide induces DNA damage, as evidenced by sustained γ-H2AX and 53BP1 foci, and G0/G1 arrest, collectively suggesting impaired DNA repair and checkpoint disruption leading to apoptosis. These findings are consistent with those of previous studies in hepatocellular carcinoma, thyroid cancer, and pancreatic cancer models [19,20,21], and our previous study in prostate cancer showing niclosamide-mediated suppression of tumor growth via DDR modulation [11]. Together, these complementary mechanisms, involving anti-angiogenic activity of sunitinib and suppression of distinct molecular pathways by niclosamide, likely account for the additive and synergistic efficacy observed in RCC. This combination was rationally designed based on their distinct targeting mechanisms, allowing niclosamide to complement pathways not effectively inhibited by sunitinib.

G1 phase plays a pivotal role in determining cell fate, during which cells either repair DNA damage or commit apoptosis [22]. By disrupting this checkpoint, niclosamide may compromise the DDR pathway, which has been implicated in RCC progression and recurrence [23,24]. Targeting both DDR and cell cycle regulation, as achieved by niclosamide in combination with sunitinib, may therefore represent a promising strategy to enhance efficacy and overcome resistance in RCC. This is consistent with previous reports showing that other agents inducing cell cycle arrest can effectively suppress RCC progression [25,26,27,28]. Although immune checkpoint inhibitor (ICI)-based combinations with TKIs have become the standard of care for metastatic RCC, resistance and treatment intolerance remain major challenges [29]. The present findings provide a mechanistic rationale for exploring niclosamide-based regimens as potential strategies to overcome these limitations.

Furthermore, we identified BRIP1, FANCA, and E2F2 as clinically relevant targets modulated by niclosamide through integrated analysis of TCGA-KIRC data. 

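In ACHN cells, BRIP1 fell from 40.5 ± 2.28 CPM (SD, n = 2) in the controls to 19.7 ± 4.62 with niclosamide and 19.6 ± 0.314 with the combination, and was 34 ± 6.62 with sunitinib. Positions are from the GENCODE 29 annotation of GRCh38, and the authors' build is not stated. BRIP1 lies on the minus strand of chromosome 17 from 61681266 to 61863521. Its log2 fold change was -1.05 with niclosamide (standard error 0.179, adjusted p = 0.000572 from edgeR), -1.05 with the combination (standard error 0.179, adjusted p = 0.000918) and -0.26 with sunitinib (standard error 0.176, adjusted p = 0.339). With sunitinib the change was -0.07 without sunitinib replicate 1 and -0.47 without sunitinib replicate 2. FANCA lies on the minus strand of chromosome 16 from 89737549 to 89816657, and its exons overlap those of ZNF276 on the opposite strand. It was 73.2 ± 2.19 CPM in the controls, 50.8 ± 0.687 with sunitinib, 34.8 ± 3.84 with niclosamide and 38.9 ± 0.39 with the combination (SD, n = 2 each). Its log2 fold change was -1.07 with niclosamide (standard error 0.122, adjusted p = 3.66e-05 from edgeR), -0.91 with the combination (standard error 0.121, adjusted p = 0.000189) and -0.53 with sunitinib (standard error 0.12, adjusted p = 0.0108). With a fold change above 2 in place of 1.5, FANCA was no longer among the genes lowered by niclosamide and by the combination but not by sunitinib, an overlap that then held 533 genes. E2F2 lies on the minus strand of chromosome 1 from 23506430 to 23531220. It was the least expressed of the 3 genes, at 6.31 ± 0.822 CPM in the controls, 3.6 ± 0.498 with sunitinib, 2.07 ± 0.717 with niclosamide and 2.12 ± 0.329 with the combination (SD, n = 2 each). Its log2 fold change was -1.62 with niclosamide (standard error 0.291, adjusted p = 0.000789 from edgeR) and -1.56 with the combination (standard error 0.290, adjusted p = 0.00148). E2F2 also met the study's thresholds with sunitinib, with a log2 fold change of -0.81 (standard error 0.281, adjusted p = 0.0613 from edgeR) and an unadjusted value of 0.0132. It was inside the overlap without a sunitinib call only at the adjusted p and at a fold change above 2. Compared directly, niclosamide was lower than sunitinib for BRIP1 (adjusted p = 0.00415 from edgeR), FANCA (adjusted p = 0.0035) and E2F2 (adjusted p = 0.0461). The combination differed from sunitinib for BRIP1 (adjusted p = 0.0147 from edgeR) but not for FANCA (adjusted p = 0.0548) or E2F2 (adjusted p = 0.114).

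**Figure D3:**
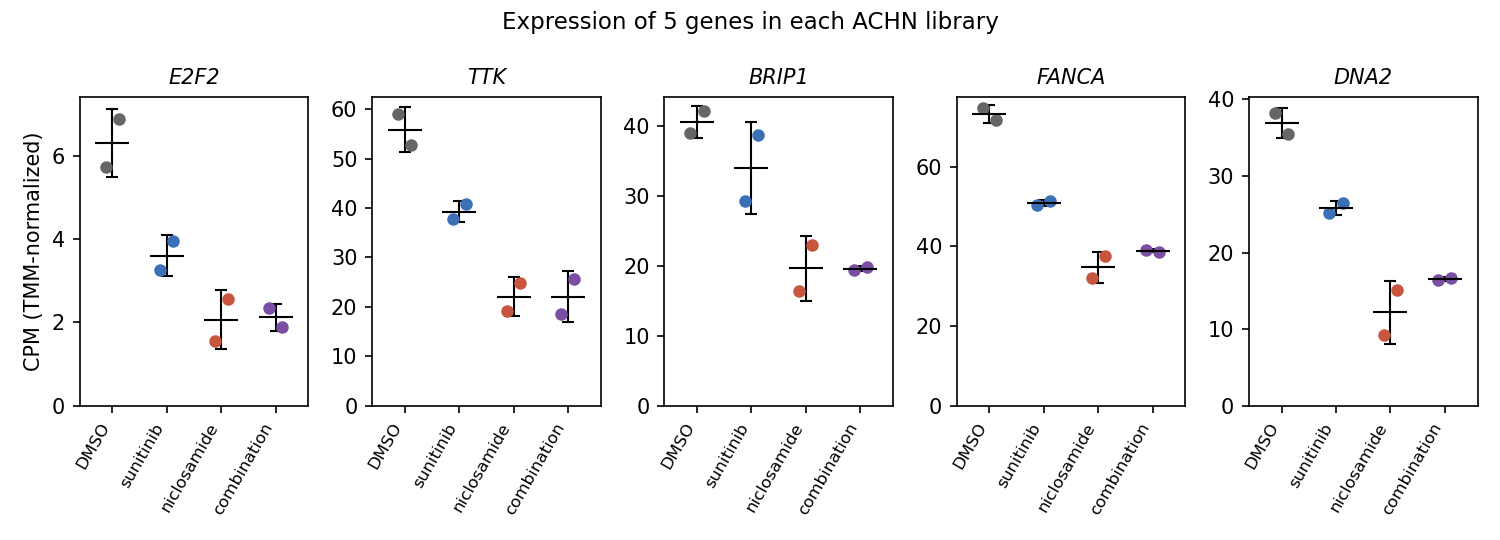
Expression in TMM-normalized CPM (y axis, starting at 0) of E2F2, TTK, BRIP1, FANCA and DNA2 in ACHN cells treated with DMSO, sunitinib, niclosamide or the combination (x axis). Points are the 2 libraries of each group, horizontal lines are means and vertical bars reach 1 SD either side, and for each gene both niclosamide and both combination libraries lie below both control libraries.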

In the FA pathway, FANCA and BRIP1 play key roles in DNA damage repair. FANCA participates in the repair of DNA interstrand crosslinks and double-stranded breaks (DSBs) via the canonical FA pathway [30]. FANCA deficiency has been linked to increased tumorigenicity and poor prognosis of leukemia [31,32]. BRIP1 contributes to genomic stability by facilitating the repair of DSBs and crosslinks [33]. Moreover, overexpression of BRIP1 is a prognostic biomarker for breast and gastric cancers [34,35].

In contrast, E2F2 functions as a key regulator of G1/S phase transition and initiates DNA replication [36]. Elevated E2F2 expression promotes proliferation and confers gemcitabine resistance in pancreatic cancer [37] and is also elevated in patients with RCC, suggesting its potential utility as a diagnostic biomarker [38]. Collectively, these findings suggest that BRIP1, FANCA, and E2F2 may be important mediators of the effects of niclosamide and potential therapeutic targets in RCC.

This study has several limitations. First, the in vivo validation was performed using a single RCC cell line (ACHN) with a small cohort size (n = 5 per group), which may not fully capture the heterogeneity of RCC. Future studies using additional clear cell RCC models, such as A-498 and Caki-1, will be essential to further validate these findings and confirm their generalizability. However, the synergistic anti-proliferative effects were consistently reproduced across three RCC cell lines (ACHN, A-498, and Caki-1) in vitro (Figure 2), and the key mechanistic findings related to DDR and cell cycle regulation were validated in A-498 and ACHN (Figure 5 and Supplementary Figure S7). Second, while a comet assay was not performed, time-course analysis of γ-H2AX and 53BP1 foci provided indirect evidence of impaired DNA damage repair. Third, although BRIP1, FANCA, and E2F2 were identified as potential mediators of the effects of niclosamide, their roles have not yet been directly validated through knockdown or rescue experiments. Finally, niclosamide has limited oral bioavailability in humans; therefore, further studies should include comprehensive pharmacokinetic and pharmacodynamics analyses, including plasma and tumor concentration measurements, as well as formulation optimization and dose-finding experiments, to ensure translational feasibility. In this regard, recent formulation advances, such as salt, solid dispersion, and nanoparticle-based preparations, are being actively explored to overcome these limitations and improve systemic exposure [39]. Despite these limitations, our results provide strong preclinical evidence that niclosamide is a promising partner for combination therapy with sunitinib for RCC. Furthermore, the mechanistic concept demonstrated in this study, targeting both angiogenic and DDR/cell cycle pathways, provides proof-of-concept for DDR-targeted combination strategies. As the therapeutic paradigm of RCC continues to shift toward newer multi-kinase inhibitors, further validation using contemporary TKIs such as cabozantinib or lenvatinib will be essential to confirm whether this mechanism extends beyond sunitinib. 

## 4. Materials and Methods

### 4.1. Reagents and Cell Cultures

Sunitinib malate and niclosamide were purchased from Sigma-Aldrich (St. Louis, MO, USA), dissolved in dimethyl sulfoxide (DMSO), and stored at −20 °C.

Human RCC cell lines A-498, ACHN, and Caki-1 were purchased from the Korean Cell Line Bank (Seoul, Republic of Korea). A-498 and ACHN cells were cultured in Dulbecco’s modified Eagle’s medium (Gibco, Thermo Fisher Scientific, Inc., Waltham, MA, USA) supplemented with 10% fetal bovine serum (FBS; Gibco) and 100 U/mL penicillin–streptomycin (Gibco). Caki-1 cells were cultured in RPMI 1640 medium (Gibco) supplemented with 10% FBS and 100 U/mL penicillin–streptomycin. All cells were incubated at 37 °C in a humidified atmosphere containing 5% CO_2_.

A-498 and Caki-1 are widely used clear cell RCC (ccRCC) models derived from primary and metastatic tumors, respectively. ACHN, classified as papillary RCC (pRCC), was included because it was derived from a metastatic pleural effusion and is commonly used as a model for metastatic and drug-resistant RCC. This cell-line panel was selected to represent the histologic and molecular diversity of RCC.

### 4.2. Cell Viability Assay

Sunitinib has been approved as an alternative therapy for advanced RCC. Although its apoptotic effects on RCC cells have been previously demonstrated, the concentration required to induce apoptosis was markedly higher than pharmaceutically relevant doses [40]. Cells were seeded in 96-wells plates and treated with various concentrations of sunitinib, niclosamide, or their combination, based on the pretreatment methods reported in previous studies [12,40]. Cell viability was assessed using EZ-CYTOX reagent (Daeil Lab Service Co. Ltd., Seoul, Republic of Korea) according to the manufacturer’s instructions. The absorbance was measured at 450 nm using a microplate reader.

### 4.3. Apoptosis Assay

After 48 h of drug treatment, the cells were harvested, washed three times with phosphate-buffered saline (PBS), and stained with Annexin V and propidium iodide (PI) using a commercial kit (Annexin-FITC/PI staining kit, BD Biosciences, San Jose, CA, USA). The apoptotic cells were analyzed by flow cytometry (FACS Canto II system, BD Biosciences).

### 4.4. Wound Healing Assay and Invasion Assay

For the wound healing assay, the cells were seeded in six-well plates. After incubating the plates for 24 h, a wound was made using a 200 µL pipette tip. The cells were then treated with DMSO or niclosamide (0.5–5 µM). The wound area was observed under a light microscope (Carl Zeiss, Oberkochen, Germany). The assay was performed in three independent biological repeats (n = 3). Representative images are shown.

Cell invasion assays were conducted using 24-well Transwell chambers with an 8-μm pore polycarbonate membrane insert (Corning Inc., Corning, NY, USA) coated with Matrigel (Corning). Cells in serum-free medium were seeded in the upper chamber, and medium with DMSO or 0.5, 1, 5 µM niclosamide was added to the lower chamber, which also contained 10% FBS as a chemoattractant. After 48 h, the cells that had invaded to the bottom side of the membrane were fixed, stained with 0.1% crystal violet solution (Sigma-Aldrich), and observed under a light microscope (Carl Zeiss).

### 4.5. Drug Interaction and Synergy Analysis

To evaluate drug synergy, the cells were treated with single or combined agents at various concentrations. Cell viability was measured, and synergy scores were calculated using the Highest Single Agent (HAS) reference model in the SynergyFinder 2.0 (https://synergyfinder.fimm.fi/, accessed on 1 November 2022) [15]. The overall level of synergy or antagonism was summarized over the full dose–response matrix using the delta score, which quantifies the combination effect. The HAS synergy score was visualized as an inhibition heatmap and a synergistic landscape (2D and 3D).

### 4.6. In Vivo Study

All animal experiments were approved by the Institutional Animal Care and Use Committee of the Catholic University of Korea (CUMC-2018-0313-01) and were conducted during the approved study period (December 2018–July 2020). Male BALB/c nude mice (5 weeks old, body weight, 20–25 g) were obtained from Orient Bio (Gyeonggi-do, Republic of Korea). The mice were injected subcutaneously in the flank with 1 × 107 ACHN cells in 100 µL PBS with 100 µL Matrigel (Corning), as previously described in RCC models [39]. When the tumor volumes reached approximately 250 mm^3^, the mice were randomly assigned to four groups (each containing five mice) based on similar average tumor size: vehicle, sunitinib, niclosamide, or a combination.

The animals were treated with vehicle, sunitinib (20 mg/kg), niclosamide (20 mg/kg), or the combination, administered by daily oral gavage for four weeks. The dose was selected based on previous studies that demonstrate in vivo efficacy and tolerability in xenograft models [12,15]. The mice were monitored daily for signs of distress, including normal posture, hypoactivity, and feeding behavior. Body weight and tumor size were measured every three days, and tumor volume was calculated as width2 × length × 0.5. No animals showed signs of overt toxicity, and body weights remained within 90–110% baseline during the treatment period. After four weeks of treatment, mice were euthanized by gradual-fill CO_2_ inhalation at a displacement rate of ~20–30% of the chamber volume per minute, followed by cervical dislocation to ensure death, in accordance with AVMA Guidelines (2020) and institutional SOPs. Death was verified by the absence of heartbeat and reflexes. Tumors were then harvested for further analysis.

### 4.7. Histological Analyses and Immunohistochemistry

The excised tumor tissues were fixed, paraffin-embedded, cut into 4 µM sections, and stained with hematoxylin and eosin. The paraffin sections were immunostained with rabbit Ki-67 (1:200; Abcam, Cambridge, UK) and cleaved caspase-3 (1:50; Cell Signaling Technology, Danvers, MA, USA) primary antibodies. Species-matched horseradish peroxidase (HRP)-conjugated secondary antibodies were used to detect the primary antibodies. The color reaction of HRP-conjugated antibodies was performed using a DAB kit (Vector Laboratories Inc., Burlingame, CA, USA). Tissue sections were examined under a light microscope (Carl Zeiss).

### 4.8. mRNA Sequencing and Pathway Analysis

Total RNA was extracted from ACHN cells treated with 2.5 µM sunitinib and 1 µM niclosamide alone or in combination. Libraries were prepared from total RNA using the NEBNext Ultra Directional RNA-Seq Kit (New England BioLabs, Inc., Rowley, MA, USA). High-throughput sequencing was performed as paired-end 100 pb sequencing using HiSeq 2500 (Illumina, Inc., San Diego, CA, USA). The mRNA sequencing (mRNA-seq) reads were mapped using TopHat software, version 2.1.1 (Johns Hopkins University, Baltimore, MD, USA) to obtain an alignment file [41,42]. Differential expression analysis was performed using the ExDEGA software, version 1.6.5 E-Biogen Inc., Seoul, Republic of Korea) to identify genes that were significantly altered in each treatment group (sunitinib, niclosamide, or combination) compared with vehicle treatment controls. Genes with a fold change > 1.5 and *p* < 0.05 were considered differentially expressed. Venn diagram analysis was then conducted to identify genes commonly dysregulated in niclosamide and combination treatments but not in sunitinib alone, representing niclosamide-driven transcriptional changes. Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis of DEGs was performed using DAVID bioinformatics tool (https://david.ncifcrf.gov/, accessed on 1 August 2022). The RNA-seq data generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE306717.

### 4.9. Western Blot Analysis

Cell lysates were prepared with RIPA lysis buffer (Cell Signaling Technology). Proteins were separated by sodium dodecyl sulfate–polyacrylamide gel electrophoresis and transferred onto nitrocellulose membranes. The membranes were blocked and subsequently incubated overnight at 4 °C with specific primary antibodies against BRIP1 (Cell Signaling Technology), E2F2 (Santa Cruz Biotechnology, Inc., Dallas, TX, USA), FANCA (Cell Signaling Technology), γH2AX (Ser139; Cell Signaling Technology), Cyclin A (Santa Cruz Biotechnology, Inc.), Cyclin B (Santa Cruz Biotechnology, Inc.), CDK1 (Santa Cruz Biotechnology, Inc.), β-actin (Santa Cruz Biotechnology, Inc.), and GAPDH (Santa Cruz Biotechnology, Inc.). The membranes were incubated with the appropriate secondary antibodies (GenDEPOT, Barker, TX, USA) and the protein bands were visualized using an ECL kit (DoGenBio, Seoul, Republic of Korea). All Western blot experiments were performed in three independent biological repeats (n = 3), and representative blots are shown. Band intensities were quantified using image J softe ware, version 1.53t (NIH, Bethesda, MD, USA https://imagej.net/, accessed on 1 May 2025) and normalized to GAPDH. Data from three independent experiments are presented as mean ± SD.

### 4.10. Cell Cycle Assay

The cells were treated with drugs, fixed in ice-cold 75% ethanol, washed twice with PBS, and incubated with 100 µg/mL RNase A and 50 µg/mL PI. Cell cycle distribution was analyzed using a flow cytometer (FACS Canto II system, BD Biosciences).

### 4.11. Immunocytochemistry

The cells were grown on cell culture slides (SPL Life Sciences, Cat. No. 30508, Pocheon-si, Gyeonggi-do, Republic of Korea) and subjected to a 30 min pulse treatment with H2O2 to induce DNA damage, followed by medium replacement and incubation with the indicated drugs. The cells were then fixed with 4% formaldehyde and permeabilized with 0.1% Triton X-100. The samples were further incubated with primary antibodies against γH2AX (Ser139; 1;200; rabbit; Cell Signaling Technology) and 53BP1 (1:150; mouse; Abcam), followed by washing with PBS. The samples were then incubated with secondary antibodies conjugated to FITC or Alexa 568. Nuclei were counterstained with DAPI and confocal images were acquired using an LSM510 Meta confocal laser scanning microscope (Carl Zeiss, Oberkochen, Germany).

The number of γH2AX- and 53BP1-positive foci per nucleus was manually counted using merged images. At least 50 nuclei per condition were analyzed for each of three independent biological replicates.

Co-localization was defined as the presence of overlapping γH2AX (green) and 53BP1 (red) foci within the same nucleus in merged images. The proportion of co-localization was calculated as the number of nuclei containing at least one co-localized focus. This value was divided by the total number of nuclei analyzed per field.

### 4.12. TCGA Dataset

We used the TCGAbiolinks package, version 2.26.3 (Bioconductor, https://bioconductor.org/packages/TCGAbiolinks, accessed on 1 August 2023) to download RNA-seq and clinical data from the Genomic Data Commons (GDC) data portal on January 20, 2020. These databases (kidney renal clear cell carcinoma; KIRC), were generated using the Illumina HiSeq RNASeq platform and included mRNA sequencing data from 533 clear cell RCC (ccRCC) tissues (primary solid tumor; TP) and 72 adjacent non-tumorous renal tissue (normal tissue; NT) samples. All data were normalized and processed using the TCGAbiolinks pipeline. The TCGAbiolinks principle of differentially expressed gene (DEG) analysis is as follows [43]. The cutoff criteria were FDR < 0.01 and |Log2FC| > 2.0.

### 4.13. Quantitative Reverse Transcription-PCR (qRT-PCR)

The RNA from the cells was extracted using TRIzol^®^ reagent (Invitrogen Life Technologies; Thermo Fisher Scientific, Inc., Waltham, MA, USA), following the manufacturer’s protocol. Total RNA (1 µg) was reverse-transcribed to cDNA using the PrimeScriptTM RT reagent kit (Takara Bio Inc., Shiga, Japan), and quantitative PCR was carried out using the TB Green™ Premix Ex Taq™ II (Takara Bio Inc.). The primer pairs used are listed in Supplementary Table S2. Relative expression was normalized to that of GAPDH.

### 4.14. Statistical Analysis

All experimental data are expressed as mean ± standard deviation (SD), except for in vivo tumor growth data, which are expressed as mean ± standard error of the mean (SEM).

Statistical analyses were performed using GraphPad Prism software (GraphPad Software; Version 10.0; San Diego, CA, USA). For comparisons between the two groups, an unpaired two-tailed Student’s *t*-test was used. For comparison among more than two groups, a one-way analysis of variance (ANOVA) followed by Tukey’s post hoc test was used. For longitudinal tumor growth data in the xenograft model, two-way repeated-measures ANOVA with Geisser Greenhouse correction was used to assess the effects of treatment and time, followed by Tukey’s multiple comparison test.

For analyzing the proportion of γ-H2AX- and 53BP1-positive cells, as well as co-localization, two-way ANOVA was used to evaluate the effects of treatment and time, followed by Tukey’s multiple comparisons test. A *p*-value < 0.05 was considered statistically significant.

## 5. Conclusions

In this study, we demonstrated that niclosamide synergizes with sunitinib to exert potent anticancer effects in RCC. Niclosamide enhanced the efficacy of sunitinib by inducing DNA damage, impairing repair processes, and causing cell cycle arrest through the downregulation of BRIP1, FANCA, and E2F2. These findings provide proof-of-concept evidence for DDR-targeted combination strategies as a potential therapeutic approach for RCC. 

## 6. Patents

This work has led to the registration of a patent: Pharmaceutical composition comprising niclosamide and sunitinib for preventing or treating kidney cancer. Korean Patent No. 10-2595271, filed on 12 October 2021 and registered on 23 October 2023. Patentee: Catholic University of Korea Industry–Academic Cooperation Foundation. Inventors: Yong Hyun Park, Ae Ryang Jung, Ga Eun Kim, Mee Young Kim, and Na Yoon Kim.

## Figures and Tables

**Figure 1:**
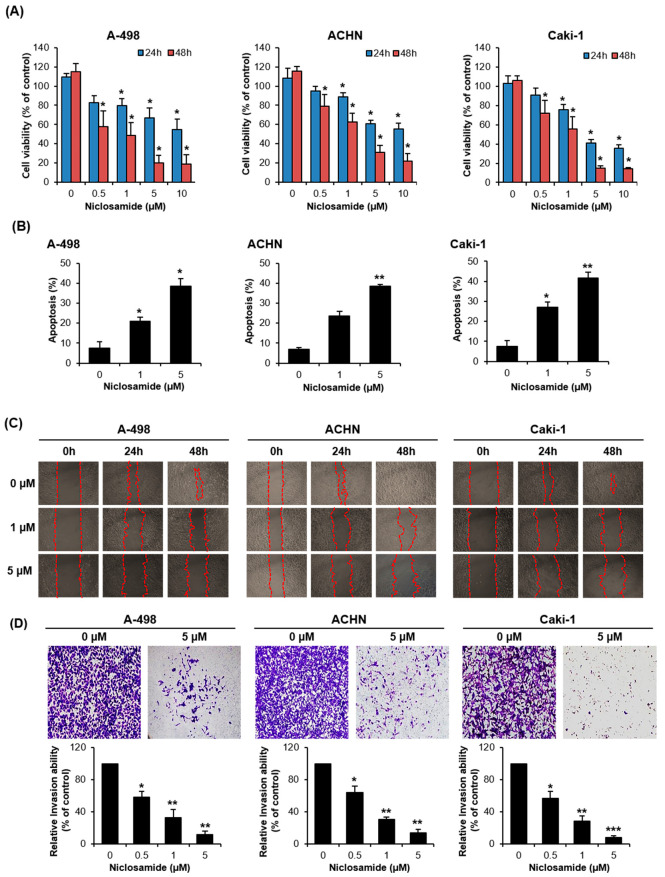
Anticancer effect of niclosamide in renal cell carcinoma (RCC). (**A**) A-498, ACHN, and Caki-1 cells were treated with the indicated concentrations of niclosamide for 24 and 48 h. Cell viability was measured by WST assay. Bar graphs represent the mean ± standard deviation (SD; * *p* < 0.05 compared to control at the same time point). (**B**) The cells were treated with the indicated niclosamide concentrations for 48 h. Apoptotic cell populations were quantified by flow cytometry following Annexin V-FITC/PI staining and are presented as bar graphs. Data are expressed as mean ± standard deviation (SD; * *p* < 0.05, ** *p* < 0.01 compared to control). (**C**) Cell migration was assessed by wound healing assays following niclosamide treatment and visualized by microscopy (magnification, ×40). Red dashed lines indicate the wound margins at each time point. Images for each treatment group (0/24/48 h) were obtained from the same independent repeat, well, and field of view; n = 3 independent experiments (**D**) Cell invasion was evaluated using Matrigel-coated Transwell assays after treatment with 0.5, 1, 5 μM niclosamide for 48 h. Invaded cells were imaged by microscopy (×100). Data are expressed as mean ± SD (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 as compared to control).

**Figure 2:**
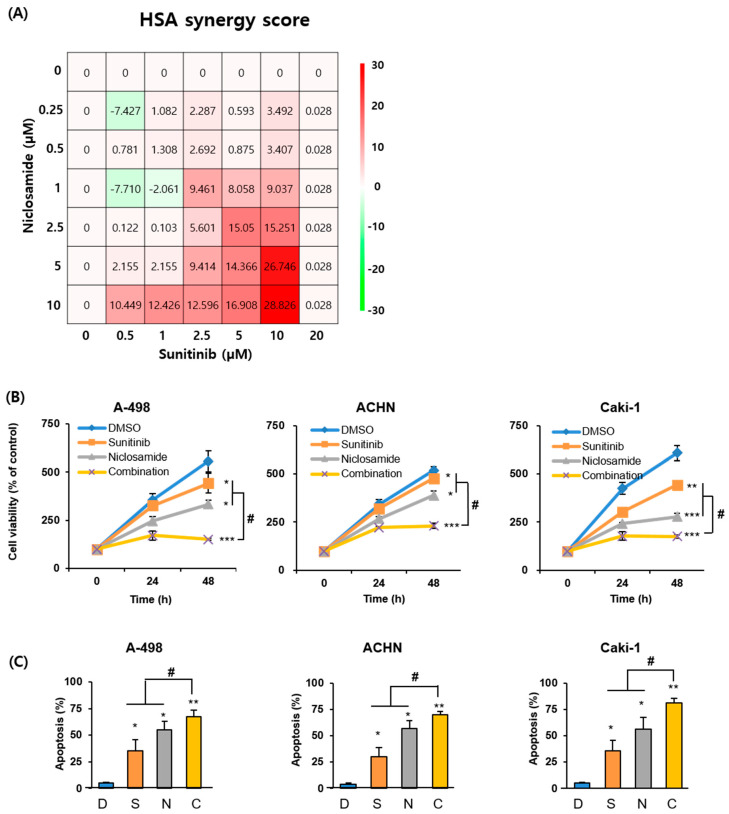
Synergistic effects of the combination of sunitinib and niclosamide. (**A**) ACHN cells were treated with various concentrations of sunitinib and niclosamide for 48 h, and cell viability was measured. Synergy was analyzed using SynergyFinder 2.0 based on the Highest Single Agent (HSA) model. The synergy landscape displays numerical synergy scores and corresponding color gradients: red indicates synergy (score > 0), green indicates antagonism (scores < 0), and white represents additive effects (score = 0). Each synergy score represents the interaction at a specific concentration pair. (**B**) A-498, ACHN, and Caki-1 cells were treated with 2.5 µM sunitinib, 1 µM niclosamide, or their combination. Cell viability was measured by WST assay at the indicated time points. Bar graphs represent mean ± SD. (**C**) Cells were treated with 2.5 µM sunitinib, 1 µM niclosamide, or their combination, for 48 h. Apoptotic cell populations were quantified by flow cytometry following Annexin V-FITC/PI staining. Quantitative data are presented as mean ± SD. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 compared to control; # *p* < 0.01 compared to monotherapy. D, DMSO; S, sunitinib; N, niclosamide; C, combination.

**Figure 3:**
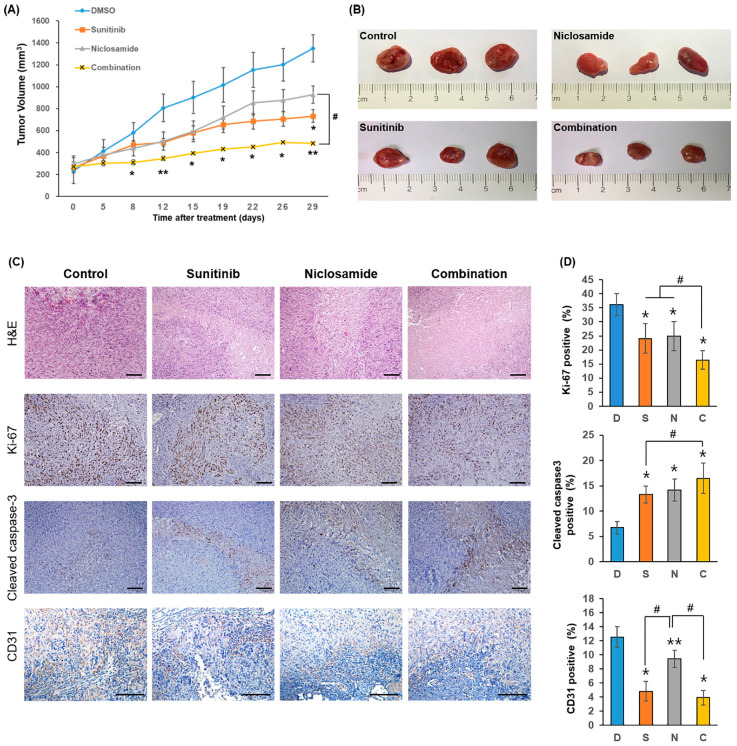
In vivo antitumor efficacy of the combination of sunitinib and niclosamide. (**A**,**B**) ACHN xenograft-bearing mice were treated with vehicle (1% DMSO and 1% Tween-80 in PBS), sunitinib (20 mg/kg), niclosamide (20 mg/kg), or their combination (20 mg/kg each) for 29 days. Tumor volumes and body weights were measured twice weekly and are shown as mean ± standard error of the mean (SEM; n = 5 per group). Statistical comparisons were performed using two-way analysis of variance (ANOVA) followed by Tukey’s multiple comparisons test. * *p* < 0.05, ** *p* < 0.01 as compared to control group. # *p* < 0.01 as compared to monotherapy. (**C**,**D**) Tumors were harvested and analyzed by hematoxylin and eosin (H&E) and immunohistochemistry (IHC) for Ki-67, cleaved caspase-3, and CD31 (brown staining; Scale bar, 100 µm). Quantification of positive cells is shown as mean ± SD (* *p* < 0.05, ** *p* < 0.05 compared to control. # *p* < 0.05 compared to monotherapy). D, DMSO; S, sunitinib; N, niclosamide; C, combination.

**Figure 4:**
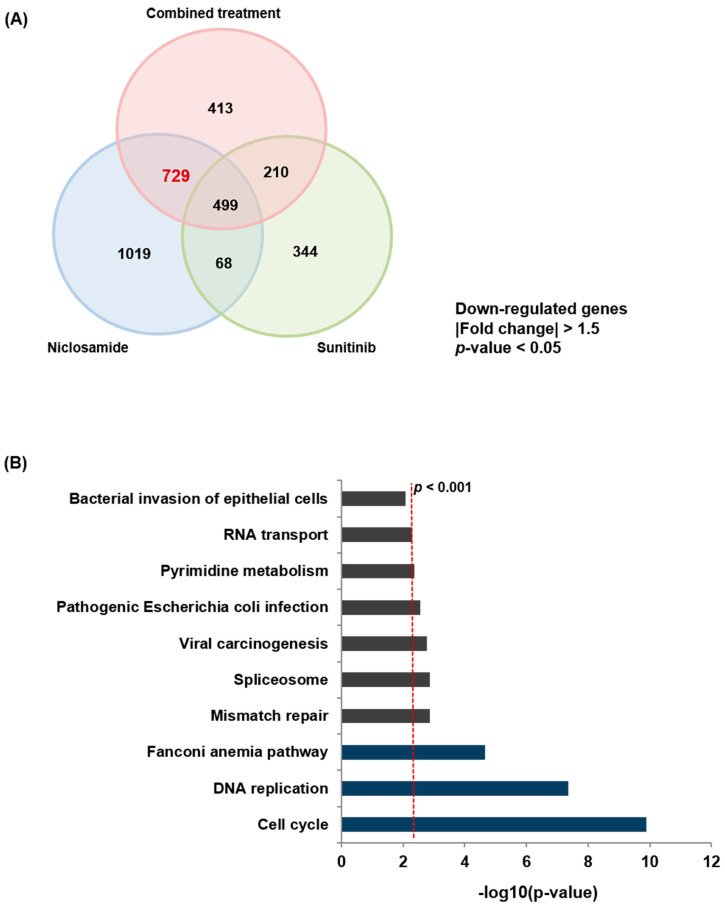
Identification of down-regulated genes and pathways affected by niclosamide. (**A**) RNA-seq analysis was performed on ACHN cells treated with 2.5 µM sunitinib and 1 µM niclosamide, or their combination, for 48 h. A Venn diagram illustrates the number of down-regulated genes in each treatment group (|fold change| > 1.5, *p* < 0.05). A total of 729 genes commonly down-regulated by both niclosamide and the combination are highlighted in red. (**B**) KEGG pathway analysis was conducted on the down-regulated genes identified in (**A**).

**Figure 5:**
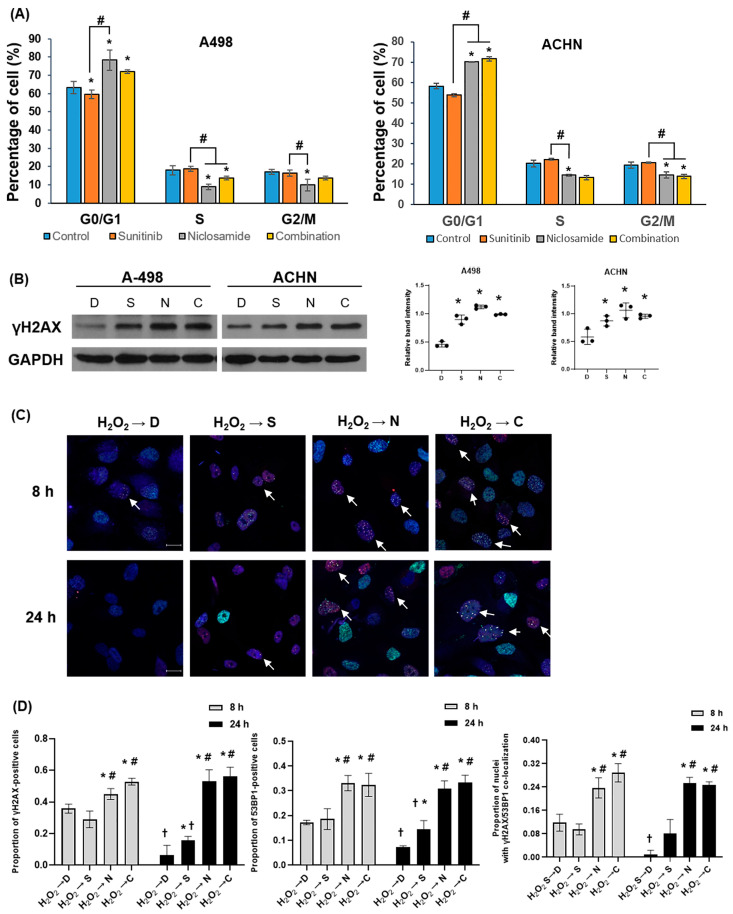
Improved anti-cancer efficacy of combination treatment via DNA damage and cell cycle arrest. (**A**) Cell cycle distribution was analyzed by flow cytometry, showing the percentages of cells in G0/G1, S, and G2/M phases. Data are expressed as mean ± SD (* *p* < 0.05 compared to the control group; # *p* < 0.05 compared to the sunitinib group). (**B**) γ-H2AX protein expression was detected by Western blot analysis; GAPDH served as a loading control. Representative blots from n = 3 independent experiments are shown. Densitometric quantification of γ-H2AX relative to GAPDH is presented as mean ± SD (n = 3). Statistical significance was determined by one-way ANOVA with post hoc tests. (* *p* < 0.05 compared to control). (**C**) Nuclear γ-H2AX (green) and 53BP1 (red) foci in A498 were visualized by immunofluorescence, with DAPI counterstaining (blue). γH2AX and 53BP1 Co-localization within the same nucleus is shown in merged images. White arrows indicated representative co-localized foci. Scale bar = 20 µm. (**D**) Proportions of γH2AX-, 53BP1-positive, and co-localized nuclei were quantified from multiple fields using ZEN lite software, version 3.12 (Carl Zeiss, Germany). Data are expressed as mean ± SD (* *p* < 0.05 compared to the H_2_O_2_ group at the same time point; # *p* < 0.05 compared to the sunitinib group at the same time point; † *p* < 0.05 between 8 h and 24 h within the same treatment). D, DMSO; S, sunitinib; N, niclosamide; C, combination.

**Figure 6:**
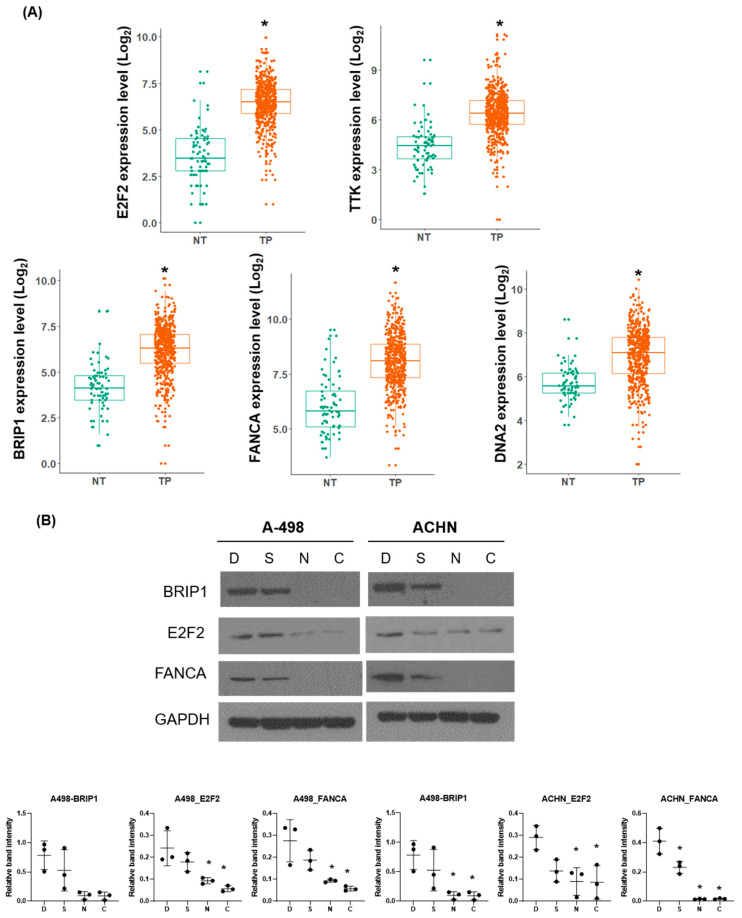
Correlation between experimental and clinical expression of niclosamide-regulated genes. (**A**) BRIP1, E2F2, FANCA, DNA2, and TTK mRNA expression levels in normal tissue (NT) and primary tumor tissue (TP) from TCGA-KIRC dataset. (**B**) A-498 and ACHN cells were treated with 2.5 µM sunitinib, 1 µM niclosamide, or their combination, for 48 h. Protein expression of BRIP, E2F2, and FANCA was detected by Western blot; GAPDH was a loading control. Representative blots from n = 3 independent experiments are shown. Densitometric quantification of γ-H2AX relative to GAPDH is presented as mean ± SD (n = 3). Statistical significance was determined by one-way ANOVA with post hoc tests. (* *p* < 0.05 compared to control). D, DMSO; S, sunitinib; N, niclosamide; C, combination.

## Data Availability

The RNA-seq data generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE306717 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE306717 (accessed on 28 August 2025). The dataset is currently under embargo and will be publicly released on 28 August 2026. For peer review, the data can be accessed via a private reviewer link. Public datasets used in this study are available from the GEO (https://www.ncbi.nlm.nih.gov/geo) and the TCGA Research Network TCGA Research Network (https://portal.gdc.cancer.gov/, accessed on 1 June 2022).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms262210922/s1.

## Abbreviations

The following abbreviations are used in this manuscript:

RCC	Renal cell carcinoma
TKIs	Tyrosine kinase inhibitors
VEGFR	Vascular endothelial growth factor receptor
PDGFR	Platelet-derived growth factor receptor
FA	Fanconi anemia
DSBs	DNA double-strand breaks
DDR	DNA damage response
DEG	Differentially expressed gene
SD	Standard deviation
SEM	standard error of the mean
ANOVA	A one-way analysis of variance
NT	Normal Tissue
TP	Primary Tumor Tissue

# Supplementary material for: Novel Therapeutic Strategy for Renal Cell Carcinoma: Niclosamide Enhances Sunitinib Efficacy via DNA Repair and Cell Cycle Pathways
**Source:** Int J Mol Sci. 2025 Nov 11;26(22):10922. doi: 10.3390/ijms262210922
**Supplement:** Supplementary file 1

**Supplementary Table S1. Enriched KEGG pathways identified by gene set enrichment analysis.**

| <b>Term</b>                            | <b>Count</b> | <b><i>p</i>-value</b> | <b>Genes</b>                                                                                                                                                    |
|----------------------------------------|--------------|-----------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <b>hsa04110:Cell cycle</b>             | <b>24</b>    | <b>1.26E-10</b>       | <b>CDC7, E2F2, CDK1, YWHAZ, RBL1, SKP2, YWHAB, TTK, CHEK1, CDK6, CHEK2, MCM2, SMC3, WEE1, CDC25B, CCNE2, YWHAH, YWHAQ, PCNA, ORC5, ORC6, ABL1, SMC1A, TFDP1</b> |
| <b>hsa03030:DNA replication</b>        | <b>12</b>    | <b>4.36E-08</b>       | <b>POLD3, RPA1, PRIM1, DNA2, RFC3, RFC4, POLE, PRIM2, PCNA, POLA1, MCM2, RNASEH2A</b>                                                                           |
| <b>hsa03460:Fanconi anemia pathway</b> | <b>11</b>    | <b>2.17E-05</b>       | <b>RPA1, RAD51C, BLM, FANCD2, FANCI, FAAP24, BRIP1, FANCA, RMI1, UBE2T, BRCA1</b>                                                                               |
| <b>hsa03430:Mismatch repair</b>        | <b>6</b>     | <b>0.001378</b>       | <b>POLD3, RPA1, RFC3, RFC4, MSH2, PCNA</b>                                                                                                                      |
| <b>hsa03040:Spliceosome</b>            | <b>14</b>    | <b>0.001379</b>       | <b>SRSF10, TRA2B, LSM6, RBMX, HNRNPU, HNRNPA3, HNRNPK, HSPA2, SRSF7, DHX15, SNRNP40, SNRPE, HSPA8, RBM17</b>                                                    |
| <b>hsa05203:Viral carcinogenesis</b>   | <b>18</b>    | <b>0.001708</b>       | <b>CDK1, YWHAZ, ACTN4, RBL1, SKP2, YWHAB, ACTN1, CHEK1, CDK6, SRF, PKM, CCNE2, CDC42, NRAS, CASP3, YWHAH,</b>                                                   |

|                                                       |    |          |                                                                                                                |
|-------------------------------------------------------|----|----------|----------------------------------------------------------------------------------------------------------------|
|                                                       |    |          | HNRNPK, YWHAQ                                                                                                  |
| hsa05130:Pathogenic<br>Escherichia coli<br>infection  | 8  | 0.002712 | ACTB, CDC42, EZR, TUBB6, ARPC4, ABL1,<br>TUBA1C, CTNNB1                                                        |
| hsa00240:Pyrimidine<br>metabolism                     | 11 | 0.004404 | POLD3, PRIM1, TYMS, UMPS, POLE, PRIM2,<br>DHODH, DCK, POLA1, POLR2D, DUT                                       |
| hsa03013:RNA<br>transport                             | 15 | 0.005061 | UPF1, NUP85, NUP155, PNN, NDC1, SUMO3,<br>EIF4G2, NUP62, EIF1AX, NUP50,<br>RPP30, THOC7, NUP107, TGS1, GEMIN5  |
| hsa05100:Bacterial<br>invasion of epithelial<br>cells | 9  | 0.008507 | ACTB, CDC42, CAV1, ARHGEF26, BCAR1,<br>ARPC4, SEPT11, CTNNB1, VCL                                              |
| hsa04810:Regulation<br>of actin cytoskeleton          | 16 | 0.012206 | ACTB, FGFR4, PDGFB, ACTN4, LIMK1, BCAR1,<br>IQGAP3, ACTN1, ARPC4, VCL,<br>CDC42, NRAS, EZR, CFL1, PIP4K2A, F2R |
| hsa04115:p53<br>signaling pathway                     | 8  | 0.012276 | CCNE2, CDK1, CASP3, SERPINE1, CHEK1,<br>CDK6, CHEK2, THBS1                                                     |
| hsa04520:Adherens<br>junction                         | 8  | 0.016555 | ACTB, PTPRJ, CDC42, ACTN4, ACTN1, PTPN1,<br>CTNNB1, VCL                                                        |
| hsa03440:Homologous<br>recombination                  | 5  | 0.021947 | POLD3, RPA1, RAD51C, XRCC2, BLM                                                                                |
| hsa04510:Focal<br>adhesion                            | 15 | 0.022617 | ACTB, CAV1, PDGFB, ACTN4, BCAR1, ACTN1,<br>CAPN2, VASP, VCL, CTNNB1,                                           |

|                                                     |    |          |                                                                                                        |
|-----------------------------------------------------|----|----------|--------------------------------------------------------------------------------------------------------|
|                                                     |    |          | CDC42, COL6A3, LAMC1, ZYX, THBS1                                                                       |
| hsa04114:Oocyte<br>meiosis                          | 10 | 0.023104 | CCNE2, CDK1, YWHAZ, YWHAH, PPP2R5D,<br>YWHAB, YWHAQ, SMC1A, SMC3,<br>CALM2                             |
| hsa04390:Hippo<br>signaling pathway                 | 12 | 0.026119 | ACTB, YWHAZ, YWHAH, TP53BP2, SERPINE1,<br>YWHAB, YWHAQ, TEAD2, LIMD1,<br>GLI2, WWTR1, CTNNB1           |
| hsa04670:Leukocyte<br>transendothelial<br>migration | 10 | 0.028289 | ACTB, CDC42, EZR, ACTN4, BCAR1, ACTN1,<br>CLDN2, VASP, CTNNB1, VCL                                     |
| hsa03420:Nucleotide<br>excision repair              | 6  | 0.030341 | POLD3, RPA1, RFC3, RFC4, POLE, PCNA                                                                    |
| hsa04530:Tight<br>junction                          | 8  | 0.044133 | ACTB, CDC42, ACTN4, CGN, ACTN1, CLDN2,<br>AMOTL1, MYH9                                                 |
| hsa05161:Hepatitis B                                | 11 | 0.045447 | CCNE2, NRAS, E2F2, CASP3, YWHAZ, PCNA,<br>YWHAB, YWHAQ, FADD, CDK6,<br>NFATC2                          |
| hsa04360:Axon<br>guidance                           | 10 | 0.048634 | CDC42, NRAS, NRP1, LIMK1, CFL1, DPYSL5,<br>SEMA4D, NFATC2, ABL1, EPHB2                                 |
| hsa04015:Rap1<br>signaling pathway                  | 14 | 0.051695 | ACTB, FGFR4, PDGFB, BCAR1, KITLG,<br>APBB1IP, VASP, CTNNB1, CDC42, NRAS,<br>RAPGEF5, THBS1, CALM2, F2R |
| hsa03050:Proteasome                                 | 5  | 0.081512 | PSMC6, PSMA4, PSMA3, PSMD1, PSME3                                                                      |

|                                        |    |          |                                                                                                                                               |
|----------------------------------------|----|----------|-----------------------------------------------------------------------------------------------------------------------------------------------|
| hsa04151:PI3K-Akt<br>signaling pathway | 19 | 0.096590 | SGK1, YWHAZ, FGFR4, PHLPP2, PDGFB,<br>PPP2R5D, YWHAB, KITLG, CDK6, BRCA1,<br>CCNE2, NRAS, YWHAH, COL6A3, YWHAQ,<br>LAMC1, THBS1, PPP2R3C, F2R |
| hsa05222:Small cell<br>lung cancer     | 7  | 0.098805 | CCNE2, CKS1B, E2F2, CKS2, SKP2, CDK6,<br>LAMC1                                                                                                |

---

**Supplementary Table S2. Primer sequences used for qRT-PCR.**

| <b>Gene</b>  | <b>Forward sequence (5' to 3')</b> | <b>Reverse sequence (5' to 3')</b> |
|--------------|------------------------------------|------------------------------------|
| <b>BRIP1</b> | GGAAGAAGCAGGGAAAGCAG               | GAGGCACTATTCTCTGATGACC             |
| <b>E2F2</b>  | GACTCGGTATGACACTTCGCTG             | CGTTGGTGATGTCATAGATGCG             |
| <b>TTK</b>   | ATGATGATGGCAAACAACCC               | CGCTTGACTGTAACGACCA                |
| <b>FANCA</b> | GGTGGGTATTCTCTCAGCCG               | CACAGGGTGACTGGTCTCCG               |
| <b>DNA2</b>  | GTGTTCTGTTCCAGTAGAGCCA             | CCTAAAAGTTTCACTCAGGACAGC           |
| <b>GAPDH</b> | GCTACAGCAACAGGGTGGTG               | GGTCTACATGGCAACTGTGAGG             |

# Supplementary material for: Novel Therapeutic Strategy for Renal Cell Carcinoma: Niclosamide Enhances Sunitinib Efficacy via DNA Repair and Cell Cycle Pathways
**Source:** Int J Mol Sci. 2025 Nov 11;26(22):10922. doi: 10.3390/ijms262210922
**Supplement:** Supplementary file 1

## Supplementary materials legend

### Supplementary Figure S1.

A-498, ACHN, and Caki-1 cells were treated with the indicated concentrations of sunitinib for 24 and 48 h. Cell viability was measured using the WST assay. Data are mean  $\pm$  SD (\* $P < 0.05$  compared to control at the same time).

### Supplementary Figure S2.

Representative Annexin V-FITC/PI flow-cytometry dot plots of A-498, ACHN, Caki-1 treated with niclosamide for 48 h. Columns: DMSO, 1  $\mu$ M and 5  $\mu$ M Niclosamide. Rows (cell lines): A-498 (top), ACHN (middle), Caki-1 (bottom). Quadrants are labeled as Q1 (Annexin V $-$ /PI $+$ ), Q2 (Annexin V $+$ /PI $+$ ; late apoptosis), Q3 (Annexin V $+$ /PI $-$ ; early apoptosis), and Q4 (Annexin V $-$ /PI $-$ ; viable), with the percentage of cells in each quadrant indicated. Representative of  $n = 3$  independent experiments. Quantification is provided in Fig. 1B.

### Supplementary Figure S3

(A) Dose-response curves showing percentage inhibition of cell viability by sunitinib and niclosamide as single agents in ACHN cells. (B) Dose-response matrix (inhibition) illustrating the combinatorial effects of sunitinib and niclosamide at various concentrations. Each value represents the mean of three independent experiments. (C) Synergy landscapes (2D and 3D) based on the HSA model. Color gradients from green (negative  $\delta$ -score) to red (positive  $\delta$ -score high) indicated levels of synergy. Synergy scores  $> 0$  indicate synergism; scores  $< 0$  indicate antagonism.

#### **Supplementary Figure S4**

Representative Annexin V-FITC/PI flow-cytometry dot plots of A498, ACHN, Caki-1 treated with DMSO, sunitinib, niclosamide, or the combination for 48h. Columns: DMSO, Sunitinib, Niclosamide, Combination. Rows (cell lines): A-498 (top), ACHN (middle), Caki-1 (bottom). The percentage of cells in each quadrant is indicated. Quantification is provided in Fig. 2C.

#### **Supplementary Figure S5**

Representative cell-cycle DNA content histograms (PI;PE-A) corresponding to Fig. 5A. Cells were treated for 48 h with DMSO, sunitinib, niclosamide, or the combination. (A) A498; (B) ACHN. Representative of  $n = 3$  independent experiments.

#### **Supplementary Figure S6**

**(A)** Nuclear  $\gamma$ -H2AX (green) and 53BP1 (red) foci in A498 and ACHN cells treated with DMSO for 8 h or 24 h. Nuclei were counterstained with DAPI (blue). **(B)** Representative ACHN cell images obtained under the same experimental conditions as in Figure 5C, showing  $\gamma$ -H2AX and 53BP1 foci following the indicated treatments. White arrows indicate co-localized foci in merged images. Scale bar = 20  $\mu$ m.

#### **Supplementary Figure S7**

(A, B) A-498 and ACHN cells were treated with 2.5  $\mu$ M sunitinib, 1  $\mu$ M niclosamide, or their combination, for 48 h. mRNA expression levels of target genes were quantified by qRT-PCR and normalized to  $\beta$ -actin. Data are expressed as the mean  $\pm$  SD ( $*P < 0.05$ ,  $**P < 0.01$ , as compared to control;  $^{\#}P < 0.05$  compared to sunitinib).

How the deposited data were processed for this re-analysis (not part of the article)

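RNA-seq of ACHN cells was analysed for 4 groups of 2 libraries each, namely DMSO vehicle, 2.5 µM sunitinib, 1 µM niclosamide and the combination. Groups were taken from the sample labels and the methods of the paper. The qRT-PCR, Western blot, flow cytometry, xenograft and TCGA data of the paper were not analysed here.

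The authors prepared libraries with a directional kit, sequenced them as paired ends, aligned the reads with TopHat and deposited raw counts of reads per gene symbol, which were used as deposited. The paper's text does not name the genome build, annotation or counting tool, or say whether strand was used and how reads with several positions were handled. Counts of genes with near-identical copies, or of genes that overlap on opposite strands, could therefore be split or added differently from their true levels. The deposited table has no normalization. Of its symbols, 286 stood on more than 1 line, and the line with the most counts was kept. The positions of genes come from GENCODE 29 on GRCh38, in which 21803 symbols were found once.

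Library totals ranged from 21924889 to 31402692 counts, and genes below the low-count filter were not tested. The TMM factors ranged from 0.924 to 1.07. Replicates had a correlation of log2 CPM across genes between 0.982 and 0.987. The precision of each value is limited by the 2 libraries per group, too few for an exact permutation test to reach a p under 0.05.

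Differential expression was tested with edgeR 4.0.16 in R 4.3.3 (TMM, filterByExpr, robust quasi-likelihood fit, median prior degrees of freedom 8.12). One model of all 8 libraries gave each treatment against vehicle, the treatments against each other, and the interaction of the drugs, which is the change with the combination minus the sum of the changes with each drug alone. Adjusted p-values are Benjamini-Hochberg values over the 17325 genes tested. Standard errors in edgeR were derived as the size of the log2 fold change divided by the square root of the quasi-likelihood F statistic. Gene lists were tested with camera and fry in limma 3.58.1 on log2 CPM with a prior count of 2, adjusted over 27 tests, and for the interaction over 9. Overlaps with lists were tested by one-sided Fisher's exact tests against all tested genes. The lists were the S and G2/M phase genes distributed with Seurat and lists written from general knowledge for the replication fork, Fanconi anemia, ER protein processing, the peroxisome, ATF4 targets, p53 targets and cholesterol synthesis. Of 38 ATF4 targets, 37 were matched to a symbol in the table. Lists were not taken from KEGG, and DAVID was not run.

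Overlaps between comparisons with shared controls, and the interaction, were set against 10 simulated data sets each. The edgeR procedure was tested on simulated data in which 200 of 17066 tested genes were changed by known folds of at least 2. None of the 200 had low counts, and calls needed an adjusted p under 0.05 and a fold change above 1.5. The procedure called 86% of them, with 13 calls among the unchanged genes and 0 calls in the wrong direction, and made 2 calls in an unchanged treatment. These values do not give the false calls at the study's unadjusted p, or with as many changed genes as in the data. DESeq2 1.42.0 called 88.5% with 21 calls among the unchanged genes, and limma on quantile-normalized values called 82.5% with 13. Tables and figures were prepared with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

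The alternatives were DESeq2's size factors in the edgeR fit, library size alone, the DESeq2 Wald test, limma on quantile-normalized log2(CPM + 1), no low-count filter, at least 10 counts in every library, only the 4 libraries of each comparison, the replicate number as a block, the adjusted p, a fold change above 2, fry, an estimated correlation in camera, and each library left out in turn. Groups, tests, lists and these alternatives were fixed before the data were examined, except the Fisher tests on up-regulated genes, the additive simulations of the interaction, the weights fitted to each combination library and the comparison of the combination libraries for single genes. Further exceptions are the direct comparison of niclosamide with sunitinib, the list tests of the interaction and the checks on explanations of flagged results. Single genes are named by a rule fixed before the data were examined. It covers the genes the paper names from the RNA-seq, the reference genes and proteins of its other assays, the 3 genes with the largest rise and fall per treatment at a mean of at least 5 CPM, the 5 genes with the smallest p for the interaction, and the 3 members of each list with the smallest p. Some genes that meet this rule are not reported here. ACTG1 and genes that overlap a named gene were named after their values were seen.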

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

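The test on noise shared between the contrasts, and the weights fitted to each combination library, were chosen only after the result was seen. ACTG1, used in the comparison with ACTB, was named after its values were seen. The other tests in this part were chosen before the result each of them measures was seen.

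The effect of each drug differed with the other present in 1581 genes (interaction at an adjusted p under 0.05 in edgeR, 458 below and 1123 above the sum of the single changes), and 4563 genes had an unadjusted p under 0.05. The paper does not report this comparison. The count was 898 with limma on quantile-normalized values and ranged up to 2160 without a low-count filter. Of the 5752 genes changed by niclosamide at an adjusted p under 0.05 and a fold change above 1.5, 4710 (81.9%) had a smaller change with the combination, against 33.6% (range 33.2% to 34.2%) in simulations in which the 2 drugs added up. The median size of the log2 change of these genes was 1.03 with niclosamide and 0.70 with the combination. Noise in the shared niclosamide and vehicle libraries pulls in the same direction, but additive simulations gave at most 6 interaction genes. When every library was thinned to 21924889 counts, 1530 genes were called, which argues against depth. Scaling by library size alone gave 1317 genes and DESeq2's size factors 1299, which argues against the scaling as the whole cause. After a correction for GC content, which could be made for 91.5% of the tested genes, 1270 genes were called, 1121 of them among the 1581, so 460 calls were lost and a GC trend may account for part of the count. A pure mixture of RNA like that of the other groups was tested with the best-fitting weights of 0.6 sunitinib, 0.4 niclosamide and 0 vehicle. In the combination, 172 genes lay beyond all 3 other groups, against at most 5 in 5 simulated mixtures, which argues against a pure mixture only. A limit reached because both drugs change the same genes was tested on 789 genes changed by niclosamide and within 0.1 log2 of 0 with sunitinib. Their change was smaller with the combination in 97%, against 53.7% to 56.5% in additive simulations, although sunitinib left them near 0. Genes that both drugs change were not covered by that test. Over 11593 genes with a mean of at least 5 CPM, each combination library was fitted to the changes with each drug. The weight on niclosamide was 0.441 in replicate 1 and 0.55 in replicate 2. That on sunitinib was 0.679 and 0.573 in that order, so neither drug's weight reached 1 in either library. A lower niclosamide dose by itself would not lower the sunitinib weight. No weights from additive simulations were available to show how far noise alone lowers them. A partial mixture, a lower effective niclosamide dose in these cultures, and an effect of sunitinib on the response to niclosamide all stay open, since each combination library comes from the same batch and no dose was measured.

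S phase and replication fork genes fell by less with the combination than the sum of the single changes. The median interaction was 0.83 on the log2 scale for S phase genes, with 40 of 43 above 0, and 0.67 for replication fork genes, with 32 of 36 above 0. Their adjusted p over 9 lists was 7.91e-16 and 1.04e-09 from limma's camera with the preset correlation and 0.0207 and 0.0106 from fry, and both failed with an estimated correlation (0.28 each in limma's camera). Across the 8 fits that each left out 1 library, the S phase median ranged from 0.60 (without niclosamide replicate 1) to 1.1 (without niclosamide replicate 2), and the replication fork median from 0.54 to 0.77. The lists share 10 genes, so they are not independent. The larger of the 2 unadjusted fry p-values was 0.0046 without a correction, 0.00361 after the GC correction and 0.00522 after thinning, which argues against either as the whole cause. With the preset correlation the interaction also passed in limma's camera for the Fanconi anemia (median 0.51, adjusted p = 0.00105), G2/M phase (median 0.36, adjusted p = 0.000273), p53 (median 0.44, adjusted p = 0.00368), ER protein processing (median -0.20, adjusted p = 0.000273) and ATF4 (median -0.16, adjusted p = 0.0174) lists. None of these 5 passed under fry, where the Fanconi anemia list came nearest at 0.056, or with an estimated correlation. The explanations left open for the interaction as a whole apply here too. A limit reached because both drugs lower the same genes also stays open for the S phase and replication fork lists. It was tested only on genes that sunitinib left near 0, whereas sunitinib lowered 43 of 43 S phase and 35 of 36 replication fork genes.

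ATF4 targets, a list of amino acid and stress response genes that the paper does not discuss, were higher with sunitinib, at a median log2 fold change of 0.76 with 33 of 36 genes higher (adjusted p = 1.39e-17 from limma's camera, 0.00271 from fry). With the combination the median was 0.59 with 33 of 36 higher (adjusted p = 1.85e-09 from limma's camera, 0.00336 from fry). With niclosamide it was 0.00 with 18 of 36 higher (adjusted p = 0.294), and 0.07 without DMSO replicate 2. Of the 36 genes, 26 had an adjusted p under 0.05 with sunitinib in edgeR, or 27 adjusted over the list alone, and 23 with the combination, or 26 adjusted over the list alone. With niclosamide 17 had, or 18 adjusted over the list alone, of which 11 were higher and 7 lower, so the median near 0 covers changes in both directions. With an estimated correlation the adjusted p was 0.186 with sunitinib and 0.2 with the combination, over alternatives that went down to 1.02e-20 and 4.05e-11. The larger unadjusted fry p-value of the 2 treatments was 0.00112 without a correction, 0.00062 after the GC correction and 0.0012 after thinning, so neither accounts for the whole rise. DDIT4 rose by 1.83 with sunitinib (standard error 0.132), ASNS, which has annotated pseudogenes, by 1.54, and PCK2 by 1.61. An activation of this response by sunitinib in ACHN cells stays open as a hypothesis. Of the other stress-related lists in the same contrast, ER protein processing had a median of -0.20 with sunitinib (40 of 54 genes lower) and p53 targets 0.19 (23 of 32 higher), and neither passed under fry.

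ACTB, which appears in Supplementary Table S1 only in pathways the text does not discuss, was lower with niclosamide at a log2 fold change of -1.31 (standard error 0.156, adjusted p = 4.98e-05 from edgeR). With the combination it was -1.13 (standard error 0.155, adjusted p = 0.000228 from edgeR), and with sunitinib -0.36 (adjusted p = 0.116). Over 3 scalings and both treatments the value nearest 0 was -0.99, which argues against the scaling as the cause. Reads moved to its paralog ACTG1 would raise that gene, but ACTG1 changed by -1190 CPM with niclosamide and -715 with the combination, while ACTB changed by -4970 and -4520. Both genes have annotated pseudogenes whose share of the reads was not tested. A lower actin transcript level under niclosamide stays open as a hypothesis, and it says nothing about the protein. The gene encodes β-actin, to which the legend of Supplementary Figure S7 says the paper's qRT-PCR was normalized, whereas its methods name GAPDH. The qRT-PCR values were not analysed here.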

How the results depend on the processing

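The Fisher tests on raised genes were chosen only after the data were seen. Where a result changed and no reason is given, the cause was not tested.

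Over the 9 alternatives other than a fold change above 2, genes lowered by niclosamide and the combination without a sunitinib call numbered 745 to 1016, and those raised 899 to 1422. Single treatments gave 2312 to 3412 genes lower with niclosamide, 1612 to 2417 with the combination and 886 (library size alone) to 1566 with sunitinib. Higher genes numbered 2543 to 3923, 2037 to 3722 and 979 (adjusted p) to 2211. A fold change above 2, which by construction calls fewer genes, gave 1583, 983 and 418 genes lower and 1662, 1487 and 778 higher with niclosamide, the combination and sunitinib, overlaps of 533 and 561 genes, and 22 of the 44 genes of Supplementary Table S1. Other alternatives called 38 to 44 of those genes. Scaling by library size alone put the median of all genes at 0.12 with sunitinib, 0.15 with niclosamide and 0.20 with the combination, and changes under it include that shift.

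The interaction counted 898 genes with limma on quantile-normalized values and 1116 to 2160 under 6 other alternatives. It could not be fitted with only the 4 libraries of one comparison. The combination differed from niclosamide in 1614 to 2432 genes and from sunitinib in 1330 to 1681. The correlation across genes between niclosamide and the combination was 0.795 among genes with at least 5 CPM.

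All 22 camera calls failed once the correlation between genes was estimated. In the order sunitinib, niclosamide and combination, the adjusted p was then 0.2, 0.2 and 0.194 for S phase genes, 0.418, 0.323 and 0.221 for G2/M phase, 0.186, 0.194 and 0.186 for replication fork, 0.379, 0.221 and 0.221 for Fanconi anemia, 0.613, 0.379 and 0.613 for ER protein processing, and 0.613 throughout for p53 targets. It was 0.186 with sunitinib and 0.2 with the combination for ATF4 targets, and 0.613 in both for cholesterol synthesis. Under the other alternatives except fry, the 22 calls held. Under fry, calls failed with sunitinib for G2/M phase (0.0952), ER (0.233), p53 (0.367) and cholesterol (0.367) genes, with niclosamide for p53 targets (0.254), and with the combination for ER (0.165), p53 (0.271) and cholesterol (0.254) genes. The peroxisome list passed with the combination under fry (0.0105) and with library size alone (0.0437), over alternatives from 0.0105 to 0.379.

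Fisher calls among lowered genes held under all 10 alternatives. Among raised genes, the ER list failed at a fold change above 2 (0.0699). The peroxisome list failed with DESeq2's size factors (0.0547), limma on quantile-normalized values (0.214) and a fold change above 2 (1), within a range of 0.00313 to 1. The cholesterol list, at 0.0619, ranged from 0.0193 to 1.

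With the replicate number as a block, the peroxisome list among raised genes had an adjusted Fisher p of 0.0508, the overlap of lowered genes held 983 genes, 946 of them shared, and the interaction 1116. The numbers are those of the sample titles. The library labels number the DMSO and sunitinib libraries 2 and 3 and the others 1 and 2, and a block on those numbers was not fitted. Neither numbering carries a stated pairing, and by title number the deviations of libraries with one number had correlations from -0.162 to 0.044 over the 6 pairs of groups. The block changed no other call of a list or count.

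GAPDH, at -0.08 with niclosamide, was 0.088 with library size alone and 0.39 with limma on quantile-normalized values. PECAM1, at -0.04, was 0.12 with library size alone and 0.013 with only the 4 libraries of that comparison. Its depth of a few counts per library limits it. Across the 8 fits that each left out 1 library, it ranged from -0.76 to 0.055 with sunitinib, -0.69 to 0.37 with niclosamide and -0.53 to 0.12 with the combination. Counted over 169 single gene results and the 8 alternatives with a test, a result became weaker 33 times, stronger 20 times and reversed 4 times, the 4 being those of GAPDH and PECAM1 given here.

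Leaving out 1 library moved list medians by over 1.5 times for cholesterol synthesis with sunitinib (0.10 without DMSO replicate 1, 0.39 without DMSO replicate 2), niclosamide (0.03 without niclosamide replicate 1, 0.37 without DMSO replicate 2) and the combination (0.23 without combination replicate 2). It did so for the peroxisome list with sunitinib (0.05 without sunitinib replicate 1), niclosamide (-0.04 without niclosamide replicate 1) and the combination (0.15 without combination replicate 2), for ER genes with the combination (0.52 and 0.18 without replicate 1 and 2), for p53 targets with the combination (-0.06 and 0.62), and for ATF4 targets with niclosamide (from 0.00 to 0.07 without DMSO replicate 2).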

Differences from the paper's values

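Of the 12 DNA replication genes in the paper, 7 were lowered by niclosamide and the combination without a sunitinib call. Of the alternatives set before the data were examined, the 2 values were no more than 1.5 times apart with library size alone (10), limma on quantile-normalized values (10), only the 4 libraries of each comparison (11), a fold change above 2 (9), and DESeq2's size factors, the DESeq2 Wald test and at least 10 counts in every library (8 each). It stayed at 7 without a low-count filter, with the replicate block and at the adjusted p.

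Genes lowered by all 3 treatments numbered 761, against about 500 in Fig. 4A of the paper, read by eye. The 2 counts were no more than 1.5 times apart with DESeq2's size factors (749), library size alone (404), the DESeq2 Wald test (735), limma on quantile-normalized values (514), at least 10 counts in every library (678), only the 4 libraries of each comparison (658) and the adjusted p (647). The counts stayed further apart without a low-count filter (762), with the replicate block (754) or with a fold change above 2 (170).

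Genes lowered by niclosamide alone numbered 1519, against about 1000 in Fig. 4A of the paper, read by eye. Each alternative set before the data were examined except no low-count filter (1551) brought the values to no more than 1.5 times apart.

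The paper places E2F2 among the genes lowered by niclosamide and the combination but not by sunitinib, whereas E2F2 was also called with sunitinib and entered that overlap only at the adjusted p and at a fold change above 2. In all, 9 of the 44 genes in the paper's pathways were also called with sunitinib. Scaling by library size alone brought the overlap to 745 genes, against the paper's 729, but moved its cell cycle genes to 17, further than 19 from the paper's 24. It also moved the genes lowered by niclosamide and sunitinib but not the combination to 38, from 76, against about 68 in Fig. 4A of the paper, read by eye. The paper's 11 Fanconi anemia genes were all in the overlap with library size alone, limma on quantile-normalized values, at least 10 counts in every library and only the 4 libraries of each comparison. The paper describes the up-regulated genes as few, and 1082 genes were raised by niclosamide and the combination without a sunitinib call.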

Other observations

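The tests in this part were chosen before the results were seen, apart from a comparison of 2 combination libraries named as such.

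H2AFX, the gene of the histone whose phosphorylated form rises in the paper, changed by -0.73 with sunitinib, -1.90 with niclosamide (standard error 0.153, adjusted p = 7.8e-06 from edgeR) and -1.92 with the combination. MKI67, which has an annotated pseudogene, changed by -0.77, -1.59 and -1.81 in that order. The paper measured these at the protein level, and no tumor sample was analysed here. PECAM1, which encodes CD31, was at 0.394 ± 0.07 CPM in the controls (SD, n = 2) and passed in no treatment. GAPDH, to which the paper's methods normalize the qRT-PCR while the legend of Supplementary Figure S7 gives β-actin, changed by -0.39 with sunitinib (adjusted p = 0.071 from edgeR), -0.08 with niclosamide (adjusted p = 0.663) and -0.34 with the combination (adjusted p = 0.0786), and it has many annotated pseudogenes. With sunitinib, GAPDH passed in the DESeq2 Wald test (adjusted p = 0.0297) and with only the 4 libraries of that comparison (0.0431 from edgeR). Under the other alternatives with a test it did not pass with sunitinib. With the combination it passed in the DESeq2 Wald test (0.0338) but not with library size alone (0.205 from edgeR).

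The p53 targets had a median log2 fold change of 0.19 with sunitinib (23 of 32 higher, adjusted p = 0.0119 from limma's camera), -0.38 with niclosamide (24 of 32 lower, adjusted p = 0.0255) and 0.36 with the combination (26 of 32 higher, adjusted p = 0.0253). The combination value was -0.06 without combination replicate 1 and 0.62 without combination replicate 2. None of the 3 passed under fry. Cholesterol synthesis genes had medians of 0.23 with sunitinib (18 of 26 higher, adjusted p = 0.0111 from limma's camera), 0.22 with niclosamide (17 of 26, adjusted p = 0.107) and 0.53 with the combination (18 of 26, adjusted p = 0.0161), and failed under fry as well. With the combination the value was 0.23 without combination replicate 2. The peroxisome list had a median of 0.12 with sunitinib (33 of 51 higher, adjusted p = 0.171 from limma's camera).

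By the rule for named genes, the largest falls were those of COL13A1 (-2.92), TNFRSF6B (-2.89) and CRYM (-2.85) with sunitinib, THBS1 (-2.89), ABCB1 (-2.82) and FAM111B (-2.77) with niclosamide, and CRYM (-3.1) and OTUB2 (-2.96) with the combination. The largest rises were those of SMTNL2 (3.92), ADAMTS15 (3.15) and CDH1 (2.8) with sunitinib, TMEM63C (6.95), MPC1 (4.84) and EML6 (4.67) with niclosamide, and TMEM63C (5.55), LCN2 (4.04) and RPS6KA2 (3.53) with the combination. TMEM63C stood at 0.139 ± 0.144 CPM in the controls (SD, n = 2), so the size of its change is uncertain. Exons of TNFRSF6B, THBS1, OTUB2 and TMEM63C overlap those of other genes. In a comparison chosen after the values were seen, the combination libraries differed for COL13A1, at 13.9 and 3.22 CPM, and for SMTNL2, at 1.50 and 9.05 CPM, in replicates 1 and 2.

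The interaction had its smallest p-values in JMY (-2.15, adjusted p = 0.00477 from edgeR), SAA1 (1.82), GPRC5A (1.60), SDC3 (1.52) and FAM227A (-1.68). SAA1, whose near-identical paralog SAA2 was not told apart by any test here, was at 90.3 ± 5.59 CPM in the controls and 216 ± 22.2 with the combination (SD, n = 2 each), with a log2 fold change of 0.37 with sunitinib, -0.93 with niclosamide and 1.26 with the combination.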
